# Genomic analysis of human lung fibroblasts exposed to vanadium pentoxide to identify candidate genes for occupational bronchitis

**DOI:** 10.1186/1465-9921-8-34

**Published:** 2007-04-25

**Authors:** Jennifer L Ingram, Aurita Antao-Menezes, Elizabeth A Turpin, Duncan G Wallace, James B Mangum, Linda J Pluta, Russell S Thomas, James C Bonner

## Abstract

**Background:**

Exposure to vanadium pentoxide (V_2_O_5_) is a cause of occupational bronchitis. We evaluated gene expression profiles in cultured human lung fibroblasts exposed to V_2_O_5 _*in vitro *in order to identify candidate genes that could play a role in inflammation, fibrosis, and repair during the pathogenesis of V_2_O_5_-induced bronchitis.

**Methods:**

Normal human lung fibroblasts were exposed to V_2_O_5 _in a time course experiment. Gene expression was measured at various time points over a 24 hr period using the Affymetrix Human Genome U133A 2.0 Array. Selected genes that were significantly changed in the microarray experiment were validated by RT-PCR.

**Results:**

V_2_O_5 _altered more than 1,400 genes, of which ~300 were induced while >1,100 genes were suppressed. Gene ontology categories (GO) categories unique to induced genes included *inflammatory response *and *immune response*, while GO catogories unique to suppressed genes included *ubiquitin cycle *and *cell cycle*. A dozen genes were validated by RT-PCR, including growth factors (*HBEGF*, *VEGF*, *CTGF*), chemokines (*IL8*, *CXCL9*, *CXCL10*), oxidative stress response genes (*SOD2*, *PIPOX*, *OXR1*), and DNA-binding proteins (*GAS1*, *STAT1*).

**Conclusion:**

Our study identified a variety of genes that could play pivotal roles in inflammation, fibrosis and repair during V_2_O_5_-induced bronchitis. The induction of genes that mediate inflammation and immune responses, as well as suppression of genes involved in growth arrest appear to be important to the lung fibrotic reaction to V_2_O_5_.

## Background

Occupational exposure to vanadium pentoxide (V_2_O_5_) has been associated with an increased incidence of chronic obstructive airway disease and a reduction in lung function [1]. V_2_O_5 _is the most common commercial form of vanadium and is the primary form found in industrial exposure situations [2]. Occupational exposure to V_2_O_5 _occurs during the cleaning of oil-fired boilers and furnaces, during handling of catalysts in chemical plants, and during the refining, processing, and burning of vanadium-rich fossil fuels [3].

We previously reported that V_2_O_5 _causes airway disease in rats that is similar to the pathology of asthma and bronchitis in humans [4]. These pathologic changes include mucous cell hyperplasia, increased airway smooth muscle mass, and peribronchiolar fibrosis. Lung fibroblasts are thought to play a major role in V_2_O_5_-induced airway remodeling *in vivo*, as these cells proliferate around airways following injury and deposit collagen which defines the airway fibrotic lesion [4,5].

Vanadium compounds exert cellular stress via inhibition of protein tyrosine phosphatases (PTPs) in cells [6] and through the generation of reactive oxygen species [7,8]. In particular, vanadium compounds have been shown to stimulate release of H_2_O_2 _in several pulmonary cell types, including alveolar macrophages [9], human lung epithelial cells [10], and human lung fibroblasts [11]. Vanadium-induced oxidative stress has been reported to increase the phosphorylation of MAP kinases through the epidermal growth factor receptor (EGFR) [12] and stimulate activation of multiple transcription factors including p53 [13], AP-1 [14], NF-κB [15] and STAT-1 [8]. These transcription factors play major roles in cell proliferation, apoptosis, differentiation, and the induction of pro-inflammatory mediators. These cellular responses, in turn, determine the overall pathologic outcomes (e.g., inflammation, fibrosis) that lead to the development of V_2_O_5_-induced bronchitis.

While much is known about signal transduction pathways that are activated by vanadium-induced oxidative stress, much less is know about genes that are regulated by these signaling pathways. In this study, we investigated V_2_O_5_-induced gene expression in cultured normal human lung fibroblasts using microarray analysis in order to gain a better understanding of the genes that mediate the pathogenesis of fibrosis.

## Methods

### Cell culture and materials

Normal adult human lung fibroblasts (ATCC 16 Lu) were purchased from American Type Culture Collection (Rockville, MD). Fibroblasts were seeded into 175 cm^2 ^plastic culture flasks and grown to confluence in 10% fetal bovine serum (FBS)/Dulbecco's modified Eagle's medium (DMEM), then trypsin-liberated, and seeded into 150 mm dishes. Confluent monolayers were rendered quiescent for 24 hrs in serum-free defined medium (SFDM) that consisted of Ham's F-12 medium with 0.25% BSA with an insulin/transferrin/selenium supplement. Cells were treated with 10 μg/cm^2 ^vanadium pentoxide, V_2_O_5 _(Aldrich Chemical, Milwaukee, WI) or SFDM and RNA was harvested from the fibroblast cultures at 1, 4, 8, 12 and 24 hrs post-treatment. We previously reported that this dose of V_2_O_5 _causes minimal cytotoxicity (<10% by lactate dehydrogenase assay) and yet induces H_2_O_2 _production, activates intracellular signaling pathways (e.g., MAP kinases), and upregulates growth factor production by human lung fibroblasts [11]. RNA from an SFDM control was harvested at each of these time points to normalize the V_2_O_5 _treatment at the same corresponding time point. Three replicate arrays were analyzed for SFDM and V_2_O_5 _treatment groups at each of the five time points tested.

### Microarray hybridizations and data analysis

Human lung fibroblast RNA was isolated using RNeasy columns (Qiagen, Valencia, CA). RNA quality was verified by spectrophotometry and gel electrophoresis using the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). Probe preparation and hybridization to the microarray was performed in the CIIT Gene Expression Core Facility using standard Affymetrix procedures. Double-stranded cDNA was synthesized from RNA using an oligo-dT24-T7. Biotinylated cRNA was synthesized from an aliquot of the cDNA template using the T7 RNA Transcript Labeling Kit (ENZO Diagnostics, Farmingdale NY). The labeled cRNA was then fragmented, hybridized to Affymetrix Human Genome U133A 2.0 arrays (Affymetrix, Santa Clara, CA), and stained using phycoerythrein-conjugated streptavidin (Molecular Probes, Eugene, OR). Gene expression results have been deposited in the National Center for Biotechnology Information (NCBI) Expression Omnibus database  [16](Accession Number GSE5339).

### Statistical analysis and data processing

The microarray data were preprocessed using RMA with a log base 2 (log_2_) transformation [17]. Statistical analysis of the data was performed in R using the affyImGUI package [18,19]. To identify genes with significant changes in expression following V_2_O_5 _exposure, all treatment groups were analyzed using a linear model with contrasts between untreated fibroblasts and V_2_O_5_-exposed fibroblasts at each time point. Genes from all of the five gene lists were combined for the final analysis. Probability values were adjusted for multiple comparisons using a false discovery rate of 5% (FDR = 0.05) [20]. Genes identified as statistically significant were subject to an additional filter by selecting only those genes that exhibited a ≥ 2-fold change from the untreated fibroblasts. Analysis of gene ontology (GO) categories was performed using NIH DAVID [21]. Statistical significance of the GO results was assessed using a hypergeometric test [21]. GO category hierarchy was obtained using AmiGO [22] and used to discard general categories from the DAVID analysis within the first three levels. Data for genes changed more than 2-fold were clustered using Cluster 3.0 [22] and visualized using the Mapletree Software program [24].

### Real Time quantitative RT-PCR

Total RNA from human lung fibroblasts was isolated using the Qiagen RNeasy Miniprep kit (Valencia, CA). One or two micrograms of total RNA was reverse transcribed at 48°C for 30 minutes using Multiscribe Reverse Transcriptase (Applied Biosystems, Foster City, CA) in 1 × RT buffer, 5.5 mM MgCl_2_, 0.5 μM of each dNTP, 2.5 μM of random hexamers, and 0.4 U/μL RNAse inhibitor in a volume of 100 μl. One hundred nanograms of the RT product was amplified using Taqman Gene Expression Assays on the Applied Biosystems 7700 Prism^® ^Sequence Detection System (Applied Biosytems, Foster City, CA). The PCR conditions and data analysis were performed according to the manufacturer's protocol described in User bulletin no.2, Applied Biosystems Prism 7700 Sequence Detection System. All samples were run in triplicate. Gene expression was measured by the quantitation of cDNA converted from mRNA corresponding to *VEGF*, *CTGF*, *HBEGF*, *IL8*, *CXCL9*, *CXCL10*, *PIPOX*, *OXR1*, *SOD2*, *STAT1*, *GAS1*, and *EGR1 *relative to the untreated control groups and normalized to 18S. 18S expression was not significantly changed in the microarrray experiment and therefore served as an appropriate housekeeping gene. 

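18S ribosomal RNA, the structural RNA of the small ribosomal subunit, is read on this array by 3 control probe sets. Their log2 fold changes between V2O5 and control lay between 0.26 and 1.57 over the 5 time points, all above 0, and none passed limma's test (adjusted p from 0.542 to 1, and from 0.163 to 1 with the run of arrays as a block). At 24 hr the probe set for the middle of the molecule read 7.67 ± 2.12 (SD, n = 3) in control arrays and 8.46 ± 0.91 (SD, n = 3) in V2O5 arrays. The standard error of this difference was 1.08 on the log2 scale. The level of this probe set also differed between the runs of arrays, with medians of 6.66, 9.15 and 8.08 in runs 1, 2 and 3. The paper's cDNA was primed with oligo-dT, and whether these probe sets follow the amount of 18S was not tested. Their values therefore cannot decide whether 18S changed. The probe set for the 3' end of GAPDH, a glycolytic enzyme often used as a reference, was higher by 0.15 at 24 hr (adjusted p = 0.0373) and that of beta-actin, a cytoskeletal protein, had a log2 fold change of -0.06 (adjusted p = 0.465). GAPDH kept its sign but not its pass when each array was centred on the maintenance probe sets (0.08, adjusted p = 0.421) or quantile normalized again (0.11, adjusted p = 0.114), and passed when each array was centred on its median (0.18, adjusted p = 0.0262).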

Relative quantitation values (2−ΔΔCT
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqaIYaGmdaahaaWcbeqaaiabgkHiTiabfs5aejabfs5aejabboeadnaaBaaameaacqqGubavaeqaaaaaaaa@33ED@) were expressed as fold-change.

## Results

Exposure of human lung fibroblasts to V_2_O_5 _resulted in significantly altered expression of over 1400 genes on the Affymetrix Human Genome U133A 2.0 Array. 

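The cells were quiescent normal adult human lung fibroblasts, the matrix-forming cells of the lung wall, in serum-free defined medium. Control arrays (medium alone), V2O5 arrays (10 μg/cm2) and arrays of cells given 100 μM H2O2, which the paper does not report, cover 1, 4, 8, 12 and 24 hr with 3 arrays each, 45 in all. The labels describe each RNA as a pool of several samples, and nothing says that the 3 arrays of a group came from separate cultures. The p-values therefore measure the spread between arrays, which may be technical. The values are log2 signals per probe set, computed by the authors with RMA, which corrects for background, quantile normalizes the probe signals and summarizes them per probe set. Probe sets were named from the platform table: 19064 named 1 gene, 1043 named several, and 11963 genes were measured. A gene is represented by its probe set with the highest mean signal. The 30 control and V2O5 arrays were fitted with limma, 1 mean per treatment and time point, and a probe set was called changed at an adjusted p of 0.05 or less within its time point and at least a 2-fold change, the paper's thresholds. The number of arrays limits the precision. In simulated data 50 probe sets of each size of change were changed at 24 hr. Of those set to a log2 change of 1, 94% had an adjusted p of 0.05 or less. A share of 44% also reached the 2-fold minimum, which lies at that change. Of those set to 1.5, 94% were called, with 3 false calls among all unchanged probe sets. The real arrays of 24 hr had 9666 probe sets at an adjusted p of 0.05 or less, so these shares may not hold for them.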

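Among the brightest probe sets of the genes the strongest rise at 24 hr was that of STC1, a secreted glycoprotein of calcium and phosphate balance. Its log2 fold change was 4.75 (standard error 0.32, adjusted p = 5.36e-11), or 26.9-fold. A probe set of EGR1, an immediate early transcription factor, that is not its brightest rose by 5.37. BHLHE40, a transcriptional repressor of the circadian and hypoxia programs, rose by 4.45 (standard error 0.37, adjusted p = 1.44e-09), and PPP1R15A, which restarts translation after stress, by 3.12. The deepest fall among the brightest probe sets was that of FZD7, a Wnt receptor, at -6.32 (standard error 0.23, adjusted p = 5.17e-15). RGS2, which damps G protein signaling, fell by 4.62. DEPP1 and PNRC1, both tied to growth restraint, fell by 4.59 and by 4.35. Each of these genes had all 3 V2O5 arrays outside the range of the 3 controls. The number of changed probe sets was 0 at 1 hr, 4 at 4 hr, 178 at 8 hr, 848 at 12 hr and 2189 at 24 hr, and 2310 at 1 or more time points, which is 10.4% of the array and 1730 named genes. At 1 hr, where limma called none, 293 probe sets had an unadjusted p under 0.05. This is fewer than chance alone would give for independent probe sets, so the fit with no block may be conservative. With the run of arrays as a block the count at 1 hr was also 0. Of the 178 at 8 hr, 169 were called in the same direction at 12 hr, and of the 848 at 12 hr, 734 were at 24 hr. The 4 calls at 4 hr were 3 probe sets of DUSP6, a phosphatase that switches off ERK, and SPRY2, an inhibitor of receptor signaling to ERK, which rose by 1.24 (adjusted p = 0.0108). With the run of arrays as a block the count at 4 hr was 11 and added VEGFA, NR4A2, MAFF, DUSP5, PCF11, PTPRO and JMJD6. The count of 4, made with no block, was 0 without V2O5 replicate 2, 5 without V2O5 replicate 1, and 1 without control replicate 1, control replicate 3 or V2O5 replicate 3. At 24 hr the spread between the quartiles of an array was 2.82 ± 0.11 (SD, n = 3) with V2O5 and 3.25 ± 0.042 (SD, n = 3) in controls.

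**Figure D1:**
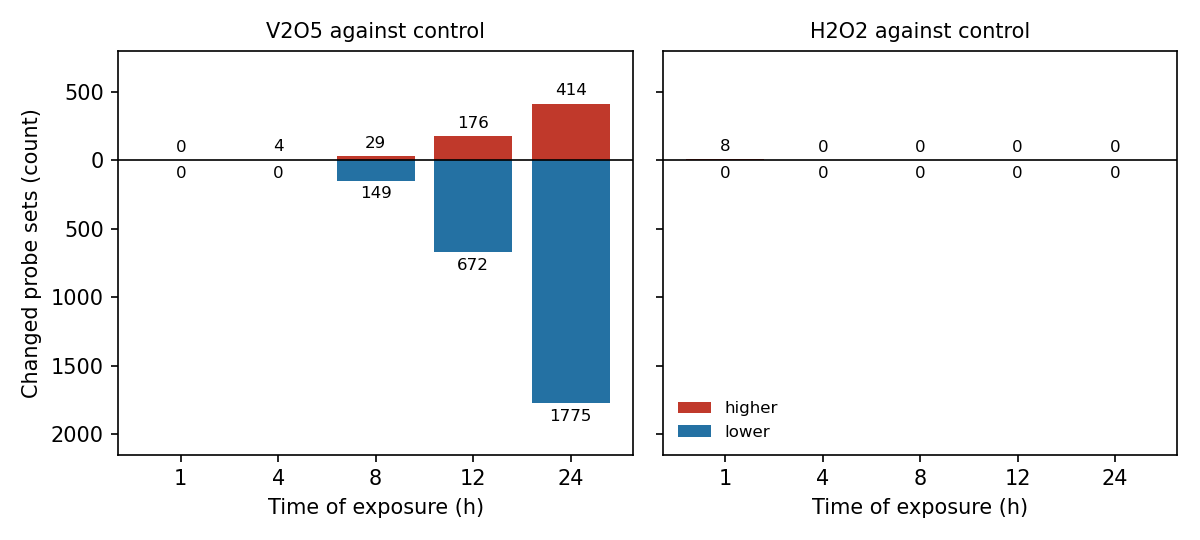
Number of probe sets called higher (above 0) and lower (below 0) against control at each time of exposure in hours, with V2O5 on the left and H2O2 on the right. With V2O5 the counts grew to 414 higher and 1775 lower at 24 hr, and with H2O2 8 were higher at 1 hr and none later.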

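HEXIM1, which inhibits the elongation factor P-TEFb, fell by 2.69 at 8 hr, and ID2, an inhibitor of helix-loop-helix transcription factors, by 2.93. MEIS1 and OSR2, developmental transcription factors, fell by 4.35 and by 4.46 at 24 hr. Of 212 zinc finger genes, most of them DNA-binding proteins, 29 were lower and 3 higher at 24 hr (29 and 3 when adjusted over the list alone), among them ZNF217 at -3.59 and ZNF451 at -2.60. Camera's adjusted p for the list was 0.00517 (adjusted p = 0.245 with an estimated correlation), and Fisher's exact test gave an adjusted p of 0.266 for the calls lower. Over the 5 time points 473 probe sets were called higher and 1840 lower, so that 79.5% of these calls were lower. The share was 40.1% without the fold minimum, and the falls were the larger ones: the median log2 fold change of all probe sets at 24 hr was 0.14, not negative. Centring each array on the maintenance probe sets moved that median to 0.0704, and the median at 12 hr from 0.036 to -0.15, and the lower share became 84.5%.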

The majority of significantly changed genes were suppressed by V_2_O_5 _exposure over the 24 hr time course. 

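DUSP6, which inactivates ERK, rose at 4 hr and fell at 24 hr in 2 of its probe sets, and TENT5A, which lengthens the poly(A) tails of messenger RNAs, changed in the opposite order, at -1.52 at 8 hr, -1.45 at 12 hr and 2.05 at 24 hr. Rules on the limma results sorted the 2310 changed probe sets by their time course, and hierarchical clustering was not repeated. A steady rise, called higher at 24 hr with no fall of more than 0.1 on the log2 scale between successive time points, was met by 259 probe sets of 189 genes. A steady fall was met by 831 probe sets of 672 genes, 36% of those changed. A rise by 8 hr followed by a call lower at 24 hr was met by 2 probe sets, both of DUSP6. A call higher at 24 hr with the values at 4 hr and at 24 hr above the mean of 8 and 12 hr, both past limma's test, was met by 1, that of TENT5A. The remaining 1217 met none of the 4 rules. With the run of arrays as a block the last pattern was met by 3 probe sets. The number that fell steadily was 438 with no tolerance between time points and 1483 with a tolerance of 0.3.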

Four major temporal patterns of gene expression were identified by hierarchical clustering analysis; progressively induced genes (Fig. 1A and 1B), genes that were induced in a biphasic manner (Fig. 1C), progressively suppressed genes (Fig. 1D) and early induced, late suppressed genes (Fig. 1E). Examples of genes from each of these temporal categories are shown in Fig. 2. 

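Among the paper's examples of progressive induction, GDF15, a stress cytokine of the TGF-β family, rose by 3.79 (standard error 0.23, adjusted p = 1.13e-11), KLF7, a transcription factor, by 2.29, CX3CR1, a chemokine receptor, by 1.75 and NAMPT, an enzyme of NAD synthesis, by 1.73 at 24 hr. JUN, a subunit of AP-1, had a log2 fold change of 0.66 (adjusted p = 0.0017), short of 2-fold, and its 3 other probe sets had 1.18 to 2.05. Of these 6 examples 5 were higher and 1 was not called. Among the progressively suppressed examples VCAM1, an adhesion molecule for leukocytes, fell by 2.53, TRAF4, an adaptor of TNF receptor signaling, by 1.33 and MARCKS, a substrate of protein kinase C, by 1.04. All 5 analysed here were lower, and BTG2 was not analysed. MARCKS had -0.88 without control replicate 1 and -0.91 without V2O5 replicate 2, under 2-fold. Of the 6 genes of early induction and late suppression, 5 were lower at 24 hr, DUSP6 at -2.06 (Fig. 1 prints its 3 probe sets, of which 2 were lower and 1, at -0.73, was not called), LYST, a lysosomal trafficking protein, at -1.74, GATA6 at -1.54, NEDD9 at -1.36 and SPRED2, an inhibitor of ERK signaling, at -1.14. CD44, the hyaluronan receptor, was not called (-0.27, adjusted p = 0.0564, 0.00107 with the run of arrays as a block, and 0.00107 to 0.793 over all alternatives). At 4 hr only DUSP6 among them passed, at 1.69 (adjusted p = 0.0119). NEDD9 read 0.89 (adjusted p = 0.67), SPRED2 0.77, GATA6 0.63 and LYST 0.56. Of the 6 biphasic examples 5 were higher at 24 hr, BMP2, a bone morphogenetic protein, by 1.66, GBP1, an interferon-induced GTPase, by 1.62, CCNT2, a cyclin of P-TEFb, by 2.46-fold and EGR3 by 1.05 on the log2 scale, with EGR1. EGR3 had 0.93 without control replicate 3, 0.99 without V2O5 replicate 1 and 0.80 without V2O5 replicate 3. It was also not called with each array centred on the maintenance probe sets. SLC2A3, a glucose transporter, read 0.89 (adjusted p = 0.00876) and reached 2-fold without control replicate 2 (1.01) or V2O5 replicate 3 (1.06), but had 0.67 (adjusted p = 0.0612) without V2O5 replicate 2. In the brightest probe sets it was the only one of the 6 whose values at 4 hr and 24 hr both lay above the mean of 8 and 12 hr past limma's test (adjusted p = 0.00771 and 7.35e-04). CCNT2 passed both in another probe set (adjusted p = 0.0464 and 0.00297), which was under 2-fold at 24 hr. With the mean of all probe sets of a gene TRAF4 had -0.88, MARCKS -0.91, LYST -0.49, SPRED2 -0.34 and CCNT2 0.77, all under 2-fold. After a second quantile normalization SPRED2 was not called, and SLC2A3 was. The study chose these genes on the same arrays, so their counts are not independent evidence.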

The cellular localization and functions of selected genes from each of these categories is shown in Table 1.

**Figure 1:**
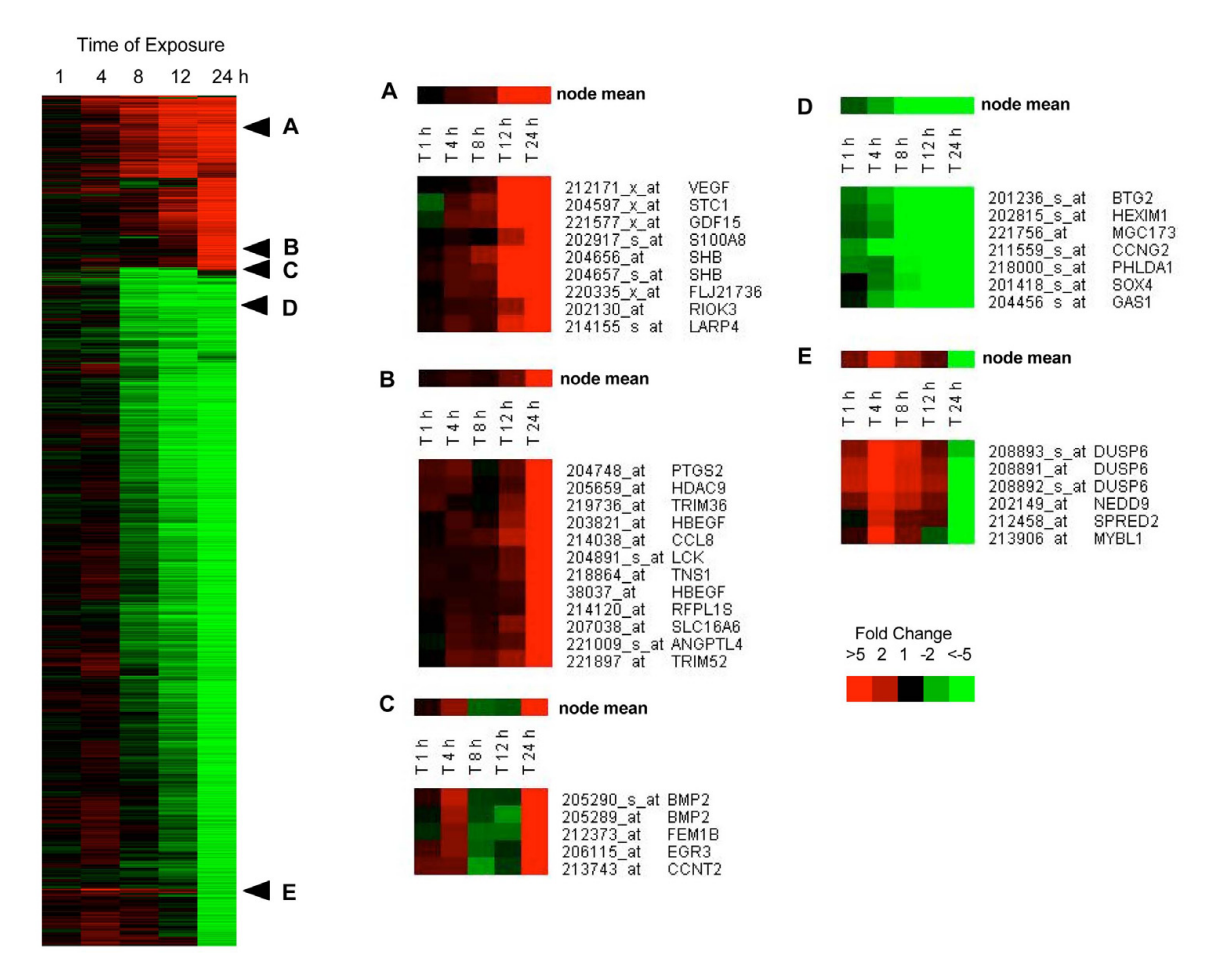
Heatmap showing hierarchical clustering of human lung fibroblast genes significantly induced (RED) or suppressed (GREEN) by V_2_O_5 _treatment. Gene expression in response to V_2_O_5 _was considered significant if p-value ≤ 0.05 and exhibited ≥ 2-fold change over untreated control. **Left panel**: All genes changed more than 2-fold. **Panels A and B**: Representative clusters of genes progressively induced. **Panel C**: Representative cluster of genes induced in a biphasic manner. **Panel D**: Representative cluster of suppressed genes. **Panel E**: Representative clusters of genes induced early then suppressed late.

**Figure 2:**
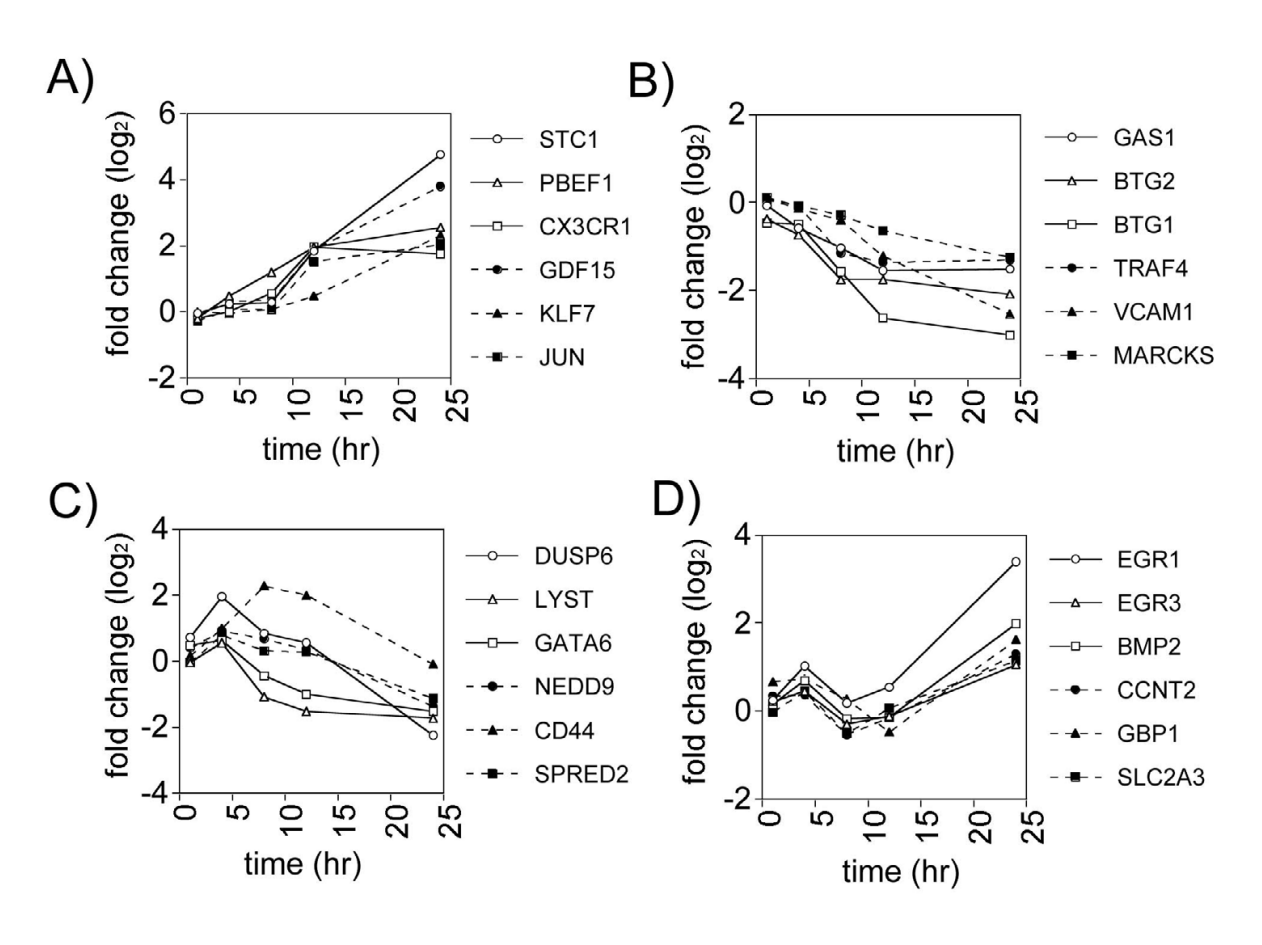
Gene expression profiles of selected genes of interest that fit one of four different temporal expression categories. Fold changes in gene expression over the time course of the experiment are shown on a log_2 _scale. **A) **Progressively induced genes, **B) **Progressively suppressed genes, **C) **Genes induced early and suppressed late, and **D) **Genes induced in a biphasic manner. The cellular localization and function of each of these genes are shown in Table 1.

**Table 1:** Temporal expression categories of selected genes significantly induced or suppressed by V_2_O_5 _exposure and their cellular localization and functions (See Fig. 2).

**Accession#**^a^	**Gene Symbol**	**Gene Name**	**Localization**	**Function**
**Progressively Induced Genes**				
Hs.25590	*STC1*	Stanniocalcin	Secreted	Cellular Metabolism
Hs.448611	*PBEF1*	Pre-B Cell Colony Enhancing Factor 1	Secreted	Inflammation
Hs.78913	*CX3CR1*	Chemokine (C-X3-C motif) Receptor 1	Membrane	Inflammation
Hs.515258	*GDF15*	Growth and Differentiation Factor-15	Secreted	Growth Inhibition
Hs.471221	*KLF7*	Kruppel-like factor 7	Nuclear	Transcriptional Regulation
Hs.525704	*JUN*	V-jun sarcoma virus 17 oncogene	Nuclear	Transcriptional Regulation
				
**Progressively Suppressed Gene**				
Hs.65029	*GAS1*	Growth Arrest Specific Gene 1	Nuclear	Growth Arrest and Apoptosis
Hs.519162	*BTG2*	B-Cell Translocation Gene 2	Nuclear	Growth Arrest
Hs.255935	*BTG1*	B-Cell Translocation Gene 1	Nuclear	Growth Arrest
Hs.8375	*TRAF4*	TNF Receptor-Associated Factor	Membrane	Inflammation/Immunity
Hs. 109225	*VCAM1*	Vascular Cell Adhesion Molecule 1	Membrane	Cell Adhesion
Hs.519909	*MARCKS*	Myristolated Alanine-rich C Kinase Substrate	Cytoplasmic	Cell Signaling
				
**Early Induced I/Late Suppressed Genes**				
Hs.298654	*DUSP6*	MAP kinase phosphatase 3	Cytoplasmic	Cell Signaling
Hs.532411	*LYST*	Lysosomal Trafficking Regulator Gene	Cytoplasmic	Cell Signaling
Hs.514746	*GATA6*	GATA6 Transcription Factor	Nuclear	Transcriptional Regulation
Hs.37982	*NEDD9*	Neural expressed Develop. down-regulated 9	Membrane	Cell Adhesion
Hs.502328	*CD44*	CD44 molecule (Indian blood group)	Membrane	Cell Signaling
Hs.59332	*SPRED2*	Sprouty-Related EVH Domain-2	Cytoplasmic	Cell Signaling
				
**Biphasic Induced Genes**				
Hs.326035	*EGR1*	Early Growth Response-1 Gene	Cytoplasmic/Nuclear	Transcriptional Regulation
Hs.534313	*EGR3*	Early Growth Response-3 Gene	Cytoplasmic/Nuclear	Transcriptional Regulation
Hs.73853	*BMP2*	Bone Morphogenic Protein-1	Secreted	Cell Differentiation
Hs.591241	*CCNT2*	Cyclin T2	Nuclear	Cell Cycle Regulation
Hs.62661	*GBP1*	guanylate-binding protein 1, IFN-inducible	Cytoplasmic	Antiviral Activitiy
Hs.419240	*SLC2A3*	Solute Carrier Family 2 (GLUT3)	Membrane	Metabolism

^a^Gene annotat ions are from NCBI .

An analysis of the biological processes (gene ontology categories) affected by V_2_O_5 _exposure in human lung fibroblasts was performed using the NIH DAVID program [21]. This analysis revealed that certain GO categories were unique to V_2_O_5_-induced genes, including *chemotaxis*, *inflammatory response*, *immune response*, and *cell-cell signaling *(Table 2). 

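In place of ontology categories, 33 lists of genes written before the data were examined were tested, since DAVID was not run. Some lists hold genes that the paper reports from these arrays, such as GDF15 among the p53 targets. Tests of such lists are therefore not fully independent of the paper. The largest share of members higher at 24 hr was among immediate early genes, the transcription factors that cells switch on first after a stimulus, and the largest share lower among genes of growth arrest, which the inhibitors of ERK feedback equalled with each array centred on the maintenance probe sets. Ribosomal protein genes did not move as a group: none of 53 was called by limma, and camera's adjusted p was 0.324 (their median, 0.061, became -0.012 with each array centred on the maintenance probe sets). Camera, which compares a list with all other genes at a preset correlation of 0.01, placed 5 lists higher and 11 lower at 24 hr at an adjusted p of 0.05 or less, and none with an estimated correlation. Across all 11963 genes 1.62% were higher and 10.5% lower at 24 hr. Fibroblast markers had 2 of 12 members lower, PDGFRA, a growth factor receptor, at -1.27 and FOXF1, a mesenchymal transcription factor, at -1.64 (camera's adjusted p = 0.0242, adjusted p = 0.208 with an estimated correlation). Of 11 myofibroblast and smooth muscle markers, ACTG2 was higher at 1.31 (0.92 without V2O5 replicate 3) and LMOD1 lower at -1.53 (0.37 by camera). With the mean of all probe sets of a gene PDGFRA had -0.16, LMOD1 -0.69 and ITGAM, a blood cell marker, 0.91, all under 2-fold. Markers of cells not in these cultures stayed near or below the median of all probe sets, 6.32: 12 epithelial markers had a median of 5.29 in controls and 5.66 with V2O5 (none called by limma, and 1 higher after a second quantile normalization; camera's adjusted p = 0.0254, adjusted p = 0.245 with an estimated correlation), 10 blood cell markers 5.44 and 5.84 (2 higher, ITGAM at 1.37 and CD79A at 1.31; 0.0164 by camera, adjusted p = 0.245 with an estimated correlation), and 1 of 9 endothelial markers, PECAM1, was higher at 1.04 (0.94 without control replicate 3, 0.95 without V2O5 replicate 2 and under 2-fold with 2 of the 3 other scalings; 0.0794 by camera).

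**Figure D2:**
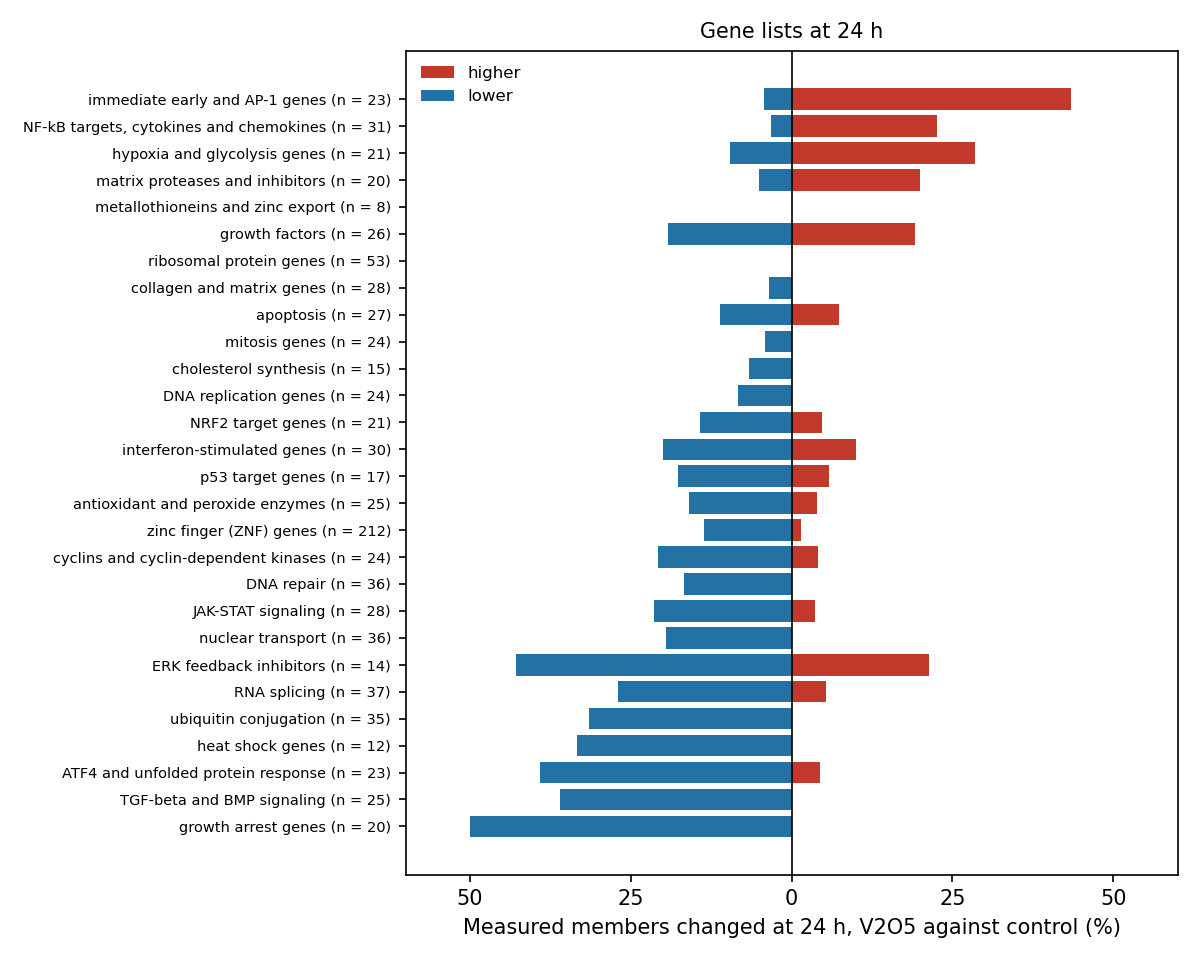
Percentage of the measured members of each of 28 gene lists that were called higher (right of 0) or lower (left of 0) with V2O5 against control at 24 hr; n is the number of members measured. Immediate early genes reach farthest to the right and growth arrest genes, at 50%, farthest to the left.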

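Genes of inflammation and of the immediate early response were among those that rose at 24 hr. LIF, a cytokine of the interleukin-6 family, rose 6.05-fold. ICAM1, an adhesion molecule for leukocytes, rose by 1.49 on the log2 scale and CCL7, a chemokine for monocytes, by 1.25. IER3, a stress-response gene that modulates apoptosis, rose by 2.65, JUNB by 1.93 and FOS by 1.69, and MYC rose 3.49-fold, the last 3 being transcription factors of growth. HK2 and SLC2A1, the first enzyme of glycolysis and a glucose transporter, rose by 2.94 and by 2.46, while KDM3A, a histone demethylase also raised by hypoxia, fell by 1.79. Of 31 NF-kB targets 7 were higher, 1 lower and 23 not called (7 and 1 when adjusted over the list alone; camera's adjusted p = 0.0242, adjusted p = 0.269 with an estimated correlation). Of 23 immediate early genes 10 were higher, 1, KLF4, lower at -3.46, and 12 not called (10 and 1 adjusted over the list alone; 0.00635 by camera, adjusted p = 0.245 with an estimated correlation). Of 21 hypoxia and glycolysis genes 6 were higher, 2 lower and 13 not called (6 and 2 adjusted over the list alone; 0.00635 by camera, adjusted p = 0.208 with an estimated correlation). Members called higher were more frequent than among all genes in each of these lists by Fisher's exact test (adjusted p = 8.2e-06, 3.14e-11 and 8.2e-06). Of 20 matrix proteases and inhibitors, which cut or protect the extracellular matrix, PLAU, PLAT and MMP1 rose by 1.36, 1.25 and 1.08, MMP3 rose 2.455-fold and ADAMTS5 fell by 3.62 (4 and 1 adjusted over the list alone; 0.308 by camera). MMP3 was not called without control replicate 1 (1.08, adjusted p = 0.101), control replicate 3 (adjusted p = 0.0544) or V2O5 replicate 2 (0.83), nor PLAT without V2O5 replicate 3 (1.06, adjusted p = 0.0603). With p adjusted over the 5 time points limma's test did not call MMP3 either (adjusted p = 0.0814). Interferon-stimulated genes went both ways: of 30, 3 were higher, 6 lower and 21 not called (3 and 7 adjusted over the list alone; 0.374 by camera), with IFIT1 and IFI44, antiviral effectors, at -2.28 and -1.63 and RIGI, a sensor of viral RNA, at -1.76.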

GO categories that were unique to suppressed genes included *ubiquitin cycle*, *cell cycle*, *DNA repair*, *nuclear transport*, and *programmed cell death*. 

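SIAH1 and SIAH2, ubiquitin ligases for regulators of hypoxia and apoptosis, fell by 2.98 and by 2.09 at 24 hr, and UBE2G1, a ubiquitin-conjugating enzyme, by 2.02. REV1, a polymerase that copies past damaged bases, fell by 2.05, and ERCC3 and ERCC5, of nucleotide excision repair, by 1.56 and by 1.38. KPNA2 and KPNA4, which carry proteins into the nucleus, fell by 1.89 and by 1.83, and XPO1, the main exporter, by 1.56. FADD and CASP8, which pass on the death receptor signal, fell by 2.31 and by 2.23, while PMAIP1, which triggers apoptosis at mitochondria, rose by 1.89 and BCL2L1, which blocks it, by 1.13. Of 35 ubiquitin conjugation genes 11 were lower and none higher (9 and 1 after a second quantile normalization; 11 and 0 when adjusted over the list alone; camera's adjusted p = 1.24e-05, adjusted p = 0.21 with an estimated correlation). Of 36 DNA repair genes 6 were lower and none higher (6 and 0 adjusted over the list alone; 0.00676 by camera, adjusted p = 0.302 with an estimated correlation), and of 36 nuclear transport genes 7 and none (7 and 0 adjusted over the list alone; 0.00913 by camera, adjusted p = 0.302 with an estimated correlation). By Fisher's exact test calls lower were more frequent than among all genes for ubiquitin conjugation (adjusted p = 0.00542) but not for DNA repair (0.406) or nuclear transport (0.266). Of 27 apoptosis genes 2 were higher, 3 lower and 22 not called (2 and 3 adjusted over the list alone); their median log2 fold change was 0.085 and their mean -0.14, and camera's adjusted p was 0.559.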

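Splicing factors moved in both directions at 24 hr. SRSF4 and SRSF5, which bind splicing enhancers in exons, fell by 3.18 and by 1.94, RBM5, a regulator of the splicing of apoptosis genes, by 2.79 and CLK4, a kinase that phosphorylates SR proteins, by 2.29. SRSF1 and SRSF3, of the same SR family, rose by 1.26 and by 1.31. With the mean of its probe sets SRSF5 had -0.96, under 2-fold. Of 37 splicing genes 2 were higher, 10 lower and 25 not called (2 and 10 when adjusted over the list alone). Camera's adjusted p was 0.159, and by Fisher's exact test the calls lower were more frequent than among all genes (adjusted p = 0.0216).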

A few categories such as *RNA processing *were common to induced and suppressed genes.

**Table 2:** Functional analysis of genes induced or suppressed by V_2_O_5 _in human lung fibroblasts.^a^

**GO ID**^b^	**GO Category**	**Genes**	**%**^c^	**P value**
**Induced Genes**				
0009605	response to external stimulus	32	8.47	1.43E-05
0006935	chemotaxis	13	3.44	6.96E-05
0009611	response to wounding	25	6.61	1.81E-04
0042221	response to chemical stimulus	23	6.08	2.51 E-04
0006950	response to stress	44	11.64	0.003553
0006928	cell motility	15	3.97	0.005005
0006396	RNA processing	19	5.03	0.005027
0008380	RNA splicing	11	2.91	0.007903
0006954	inflammatory response	13	3.44	0.011869
0008284	positive regulation of cell proliferation	10	2.65	0.013783
0006955	immune response	33	8.73	0.018616
0007267	cell-cell signaling	23	6.08	0.042107
				
**Suppressed Genes**				
0045449	regulation of transcription	298	19.34	3.61 E-25
0006512	ubiquitin cycle	81	5.26	1.16E-10
0006391	RNA processing	72	4.67	6.25E-10
0007049	cell cycle	113	7.33	4.42E-08
0006974	response to DNA damage stimulus	52	3.37	1.13E-07
0006295	DNA metabolism	94	6.10	2.23E-06
0006281	DNA repair	43	2.79	1.23E-05
0008380	RNA splicing	33	2.14	2.56E-05
0007243	protein kinase cascade	50	3.24	3.39E-05
0051301	cell division	31	2.01	2.71 E-04
0051169	nuclear transport	23	1.49	6.27E-04
0016310	phosphorylation	88	5.71	8.76E-04
0019538	protein metabolism	311	20.18	0.001149
0030518	steroid hormone receptor signaling pathway	13	0.84	0.001328
0050658	RNA transport	12	0.78	0.002917
0012501	programmed cell death	76	4.93	0.003907
0001558	regulation of cell growth	22	1.43	0.004779
0016568	chromatin modification	22	1.43	0.005351
0007259	JAK-STAT cascade	9	0.58	0.008321
0007050	cell cycle arrest	14	0.91	0.013090
0016055	Wnt receptor signaling pathway	18	1.17	0.020398
0015031	protein transport	65	4.22	0.034144
0008286	insulin receptor signaling pathway	6	0.39	0.039295
0007249	l-kappaB kinase/NF-kappaB cascade	18	1.17	0.042224

^a ^GO analysis performed using NIH DAVID .

^b ^Gene ontology ID numbers obtained from AmiGO .

^c^% of total induced or suppressed genes.

While analysis of GO biological processes was useful in assessing the overall numbers of significantly changed genes in various functional categories, we selectively grouped genes that have been shown to play important roles in various aspects of tissue injury, repair, and remodeling. These categories included A) *cytokines and chemokines*, B) *growth factors*, C) *STAT signaling*, D) *cell cycle regulation*, E) *oxidative stress*, and F) *TGF-β signaling *(Fig. 3). The functions and cellular localization of representative genes from each of these categories is shown in Table 3. 

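At 24 hr CXCL8 (IL8), which attracts neutrophils, read 11.5 ± 0.13 (SD, n = 3) with V2O5 and 8.42 ± 0.041 (SD, n = 3) in controls, a log2 fold change of 3.07 (standard error 0.21, adjusted p = 5.99e-11). CCL8, a chemokine for monocytes, rose 4.91-fold and IL6, an inducer of the acute phase response, rose by 2.16 on the log2 scale (adjusted p = 1.69e-06 and 1.97e-09). CXCL9 and CXCL10, interferon-induced chemokines for T cells, rose by 1.27 and by 1.14. Without V2O5 replicate 1 CXCL10 had 0.998, just under 2-fold. IL15, which sustains natural killer and T cells, fell by 3.42 (standard error 0.34, adjusted p = 2.37e-08). In each of these 6 genes all 3 V2O5 arrays lay on one side of all 3 controls. The 6 genes, 5 higher and 1 lower, had an adjusted p of 0.0038 from camera, and 0.0193 with an estimated correlation. The study chose them on these arrays, so this is not independent evidence.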

A number of cytokines and chemokines were induced over the time course, including *IL8*, *IL-6*, *CCL8*, *CXCL9*, and *CXCL10*, while *IL15 *was suppressed in a time-dependent manner (Fig. 3A). 

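VEGFA, the main growth factor of blood vessels, read 12 ± 0.25 (SD, n = 3) with V2O5 at 24 hr and 8.44 ± 0.15 (SD, n = 3) in controls, a log2 fold change of 3.57 (standard error 0.20, adjusted p = 2.26e-12). HBEGF, which acts on the EGF receptor, rose 2.83-fold (adjusted p = 2.55e-07). HGF, a growth factor that fibroblasts make for epithelial cells, had 0.43 (standard error 0.26, adjusted p = 0.192, and 0.0455 with the run of arrays as a block, and 3.09e-06 to 0.618 over all alternatives) in its brightest probe set and was not called. Its 4 other probe sets rose 2.456-fold to 8.81-fold. FGF9 fell by 2.25 and FGF2 by 1.01 (adjusted p = 1e-06 and 0.0033). FGF2 had -0.91 without control replicate 3 and -0.86 without V2O5 replicate 3, under 2-fold, and another of its probe sets had -0.04. The call of FGF2 was also lost with each array centred on its median and after a second quantile normalization. With the mean of all probe sets of a gene HBEGF had 0.91 and FGF2 -0.53, under 2-fold. The 6 growth factors that the paper plots comprised 2 higher, 3 lower and 1 not called (median -0.29, mean 0.06; camera's adjusted p = 0.813), and the study chose them on these arrays, so the tally is not independent evidence. Of 26 growth factors listed before the data were examined 5 were higher, 5 lower and 16 not called (5 and 6 when adjusted over the list alone; 0.566 by camera), with BMP4, a bone morphogenetic protein, at -2.13 and FGF5 at -1.64.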

*VEGF*, *HGF*, and *HBEGF *were progressively induced, while *FGF2 *and *FGF9 *were suppressed (Fig. 3B). *CTGF *was induced early (4 hrs) and suppressed late. 

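CCN2 (CTGF), a matrix protein that promotes fibroblast adhesion and collagen synthesis, had a log2 fold change of 0.62 at 4 hr (standard error 0.12, adjusted p = 0.0887, and 0.0406 with the run of arrays as a block), below 2-fold. At 24 hr it read 10.2 ± 0.22 (SD, n = 3) with V2O5 and 12.1 ± 0.036 (SD, n = 3) in controls, a fall of 3.72-fold (adjusted p = 3.04e-11).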

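SOCS2 and SOCS5, feedback inhibitors of cytokine receptors, fell by 1.67 and by 1.58 at 24 hr, JAK2, a kinase of those receptors, by 1.04 (standard error 0.19, adjusted p = 1.06e-04, -0.87 without V2O5 replicate 2, and -0.86 with the mean of its probe sets) and PIAS1, a SUMO ligase that acts on transcription factors, by 1.09. Of 28 genes of JAK-STAT signaling 1 was higher, 6 were lower and 21 were not called (1 and 6 when adjusted over the list alone, 2 and 6 with median centring, and 3 and 5 after a second quantile normalization). Camera's adjusted p was 0.0857, and 0.045 with the mean of all probe sets of a gene. Of the 5 genes analysed here that the paper plots, 1 was higher, 3 were lower and 1 was not called (0.275 by camera). They were chosen on these arrays, so this is not independent evidence.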

Members of the STAT signaling pathway were differentially regulated (Fig. 3C). IRF-1 was induced in a biphasic manner. 

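IRF1, a transcription factor of the interferon response, had log2 fold changes of 0.37 at 4 hr (adjusted p = 1), -0.99 at 8 hr (adjusted p = 0.00654) and -1.06 at 12 hr (adjusted p = 7.38e-04). The fall at 12 hr was called. At 24 hr the value was 0.88 (standard error 0.21, adjusted p = 0.00151), 1.84-fold and thus short of 2-fold.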

*SOCS3 *was progressively induced over the time course, while *SOCS1 *and *IFNGR *were progressively suppressed. 

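SOCS3, induced by cytokines to shut off their own receptors, rose by 2.11 at 12 hr (adjusted p = 5.76e-05) and by 2.73 at 24 hr (adjusted p = 4.1e-07). SOCS1, the related inhibitor of interferon receptors, fell by 3.15 at 24 hr (standard error 0.26, adjusted p = 8.45e-10) in its brightest probe set and had -0.97 with the mean of its 4 probe sets, under 2-fold. At 12 hr it read -0.98, below 2-fold. IFNGR1, the ligand-binding chain of the interferon-γ receptor, read -0.77 at 12 hr (adjusted p = 0.00206) and fell by 1.28 at 24 hr (adjusted p = 1.44e-06). Without V2O5 replicate 3 it had -0.999, just under 2-fold.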

Genes encoding cell cycle regulation were mainly suppressed, including *CDKN1B *and *CDKN1C*, which function to inhibit cell cycle progression (Fig. 3D). 

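CDKN1B (p27), an inhibitor of cyclin-dependent kinases, fell from 9.28 ± 0.018 (SD, n = 3) in controls to 4.23 ± 0.083 (SD, n = 3) with V2O5 at 24 hr, a log2 fold change of -5.06 (standard error 0.29, adjusted p = 4.35e-12). CDKN1C (p57) fell by 2.53 in its brightest probe set and had -0.76 with the mean of its 5 probe sets, under 2-fold. TOB1 and TOB2, anti-proliferative proteins that shorten messenger RNAs, fell by 3.86 and by 3.71, and TXNIP, which binds thioredoxin and slows growth, by 2.14. CDK7, a kinase of RNA polymerase II and of other CDKs, fell by 3.89 (standard error 0.15), CCNG2, a cyclin of growth arrest, by 2.39, CDK8, a kinase of the Mediator complex, by 2.29 and CDK9, the kinase of P-TEFb, by 1.52. Genes that carry out division moved little: of 24 mitosis genes only CCNB1, the mitotic cyclin, was lower at -1.25 (1 higher and 2 lower after a second quantile normalization, 2 lower with the maintenance probe sets; 0.616 by camera; their median, -0.017, became 0.011 with each array centred on its median), and of 24 DNA replication genes PCNA, the polymerase clamp, at -1.60 and RFC4, its loader, at -1.24 (0.704 by camera; their median, -0.015, became 0.014 with the same centring). Of 20 growth arrest genes 10 were lower and none higher (10 and 0 when adjusted over the list alone; camera's adjusted p = 5.97e-05, adjusted p = 0.196 with an estimated correlation). At 8 hr the list held with an estimated correlation (adjusted p = 0.00702), as at 12 hr (0.0403). Of 24 cyclins and CDKs 1 was higher and 5 were lower (1 and 5 adjusted over the list alone; 0.0419 by camera, adjusted p = 0.208 with an estimated correlation). All 5 genes of the paper's panel that were analysed here were lower (6.73e-07 by camera), and since they were chosen on these arrays this is not independent evidence. CDKN2C was not analysed here.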

Oxidative stress genes were differentially regulated. In particular, *SOD2 *and *PIPOX*, which function in peroxide generation, were progressively induced (Fig. 3E). 

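GCLC and GCLM, the subunits of the enzyme that limits glutathione synthesis, fell by 2.87 and by 1.67 at 24 hr, and HMOX1, which degrades heme, by 1.25 (-0.95 without V2O5 replicate 2). NFE2L2 (NRF2), the transcription factor that induces these genes, fell by 1.69, and KEAP1, which holds it inactive, by 1.88 (standard error 0.13, adjusted p = 1.02e-10). NQO1, a quinone reductase, had a log2 fold change of 0.58 (adjusted p = 3.16e-04), short of 2-fold, and MAFG, a partner of NRF2, rose by 1.22. Of 21 NRF2 targets 1 was higher, 3 were lower and 17 were not called (1 and 3 when adjusted over the list alone). Their median log2 fold change was 0.042 and their mean -0.12, camera's adjusted p was 0.966, and the median became -0.031 with each array centred on the maintenance probe sets. Of 25 antioxidant and peroxide enzymes 1 was higher and 4 were lower (1 and 4 adjusted over the list alone; 0.573 by camera), with a median of 0.009 and a mean of -0.21. The median became -0.0099 after a second quantile normalization and -0.064 with the maintenance probe sets.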

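PIPOX, a peroxisomal oxidase that degrades the lysine metabolite pipecolate, read 6.61 ± 0.44 (SD, n = 3) with V2O5 at 24 hr and 5.39 ± 0.16 (SD, n = 3) in controls, a rise of 2.34-fold (adjusted p = 3.93e-06). Without V2O5 replicate 1 its log2 fold change was 0.993, just under 2-fold. The probe sets for SOD2, the superoxide dismutase of mitochondria, are paired with both SOD2 and its overlapping transcript SOD2-OT1, so their signal cannot be assigned to one of them. Of these 4 probe sets 2 were called higher at 24 hr, the brightest at 1.84 (standard error 0.22, adjusted p = 5.47e-07) and another at 1.14 (adjusted p = 6.04e-04). The other two had 0.57 and 0.44. Of the 5 genes of the paper's oxidative stress panel that are named alone, 1 was higher, 3 were lower and 1 was not called (camera's adjusted p = 0.263). The study chose them on these arrays, so this is not independent evidence.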

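OXSR1, a stress-activated kinase that regulates ion transport, fell by 2.26 at 24 hr (standard error 0.19, adjusted p = 2.11e-09) and was already lower at 12 hr, at -1.87. OXR1, a mitochondrial protein that limits oxidative DNA damage, fell by 1.45 at 24 hr (standard error 0.38, adjusted p = 0.004). Its values at 24 hr were 5.41 ± 0.58 with V2O5 and 6.86 ± 0.59 in controls (SD, n = 3), a wider spread between arrays than that of OXSR1.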

*OXR1 *and *OXSR1*, which are protective against oxidative stress, were suppressed. Genes involved in TGF-β signaling and collagen deposition were suppressed, including *TGFB2*, *SMAD1*, *SMURF1*, *COL1A1*, *COL1A2*, and *COL3A1 *(Fig. 3F).

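SMAD1, a transcription factor of BMP signaling, fell by 2.46 at 24 hr (standard error 0.19, adjusted p = 3.26e-10), SMURF1, a ubiquitin ligase for SMAD proteins, by 1.99 and TGFB2, a ligand of the TGF-β receptors, by 1.84. With the mean of all probe sets of a gene SMURF1 had -0.76 and TGFB2 -0.67, both under 2-fold, while COL1A1 had -1.61 and COL1A2 -2.06, both called. SMAD4, the partner shared by both branches of the pathway, fell by 2.13, and ID1, ID2 and ID3, its targets, by 2.89, 3.13 and 1.36. The brightest probe sets of the fibrillar collagens did not reach 2-fold: COL1A1 had -0.76 (adjusted p = 1.08e-06), COL3A1 -0.51 (adjusted p = 1.75e-05) and COL1A2 -0.25 (adjusted p = 7.91e-04), at control levels of 13.7, 13.6 and 14.1. Signals above 12 may be saturated, so that part of a fall may not show in these probe sets. SERPINH1, the collagen chaperone, was the only one of 28 collagen and matrix genes called in its brightest probe set, at -1.01, and had -0.98 with each array centred on its median and -0.96, -0.98, -0.97 and -0.93 without control replicate 1, control replicate 2, V2O5 replicate 2 and V2O5 replicate 3. Camera's adjusted p for the list was 0.00635 (adjusted p = 0.245 with an estimated correlation; 0 higher and 1 lower when adjusted over the list alone). Of 25 genes of TGF-β and BMP signaling 9 were lower and none higher (10 and 0 adjusted over the list alone; 0.00196 by camera, adjusted p = 0.196 with an estimated correlation). The 6 genes that the paper plots comprised 3 lower and 3 not called, the collagens (3.13e-05 by camera). In the probe set with the largest change, a choice made after the values were seen, all 6 were lower, and as they were chosen on these arrays the tally is not independent evidence.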

**Table 3:** Cellular localization and functions of genes regulated by V_2_O_5 _grouped by functional categories (See Fig. 3).

**Accession#**^a^	**Gene Symbol**	**Gene Name**	**Localization**	**Function**
**Cytokines and Chemokines**				
Hs.512234	*IL6*	lnterleukin-6 (interferon beta2)	Secreted	Inflammation
Hs.624	*IL8*	lnterleukin-8	Secreted	Neutrophil Chemotaxis
Hs. 168132	*IL15*	lnterleukin-15	Secreted	T Lymphocyte Proliferation
Hs.271387	*CCL8*	CC Chemokine Ligand 8	Secreted	Neutrophil Chemotaxis
Hs.77367	*CXCL9*	Chemokine (C-X-C motif) Ligand 9 (Mig)	Secreted	Inflammation
Hs.632586	*CXCL10*	Chemokine (C-X-C motif) Ligand 10 (IP-10)	Secreted	Inflammation
				
**Growth Factors**				
Hs.73793	*VEGF*	Vascular Endothelial Cell Growth Factor	Secreted	Endothelial Cell Growth
Hs.396530	*HGF*	Hepatocyte Growth Factor	Secreted	Epithelial Cell Growth
Hs.799	*HBEGF*	Heparin-Binding EGF-like Growth Factor	Membrane/Secreted	Fibroblast Growth
Hs.591346	*CTGF*	Connective Tissue Growth Factor	Secreted	Collagen Synthesis
Hs.111	*FGF9*	Fibroblast Growth Factor-9	Membrane/Secreted	Fibroblast Growth
Hs.284244	*FGF2*	Fibroblast Growth Factor-2	Membrane/Secreted	Fibroblast Growth
				
**STAT Signaling**				
Hs.591081	*JAK2*	Janus Activated Kinase-2	Membrane	STAT Phosphorylation
Hs.436061	*IRF1*	Interferon-Regulatory Factor-1	Cytoplasmic/Nuclear	Transcriptional Regulation
Hs.527973	*SOCS3*	Suppressor of Cytokine Signaling-3	Cytoplasmic	Cell Signaling
Hs.50640	*SOCS1*	Suppressor of Cytokine Signaling-1	Cytoplasmic	Cell Signaling
Hs.470943	*STAT1*	Signal Transducer Activator of Transcription	Cytoplasmic	Growth Arrest and Apoptosis
Hs.520414	*IFNGR1*	Interferon Gamma Receptor- 1	Membrane	Cell Signaling
				
**Cell Cycle Regulation**				
Hs.238990	*CDKN1B*	Cyclin-Dependent Kinase lnhbitior-1B (Kip1)	Nuclear	Cell Cycle Arrest
Hs. 106070	*CDKN1C*	Cyclin-Dependent Kinase lnhibitor-1C (Kip2)	Nuclear	Cell Cycle Arrest
Hs.525324	*CDKN2C*	Cyclin-Dependent Kinase lnhibitor-2C	Nuclear	Cell Cycle Arrest
Hs.557646	*CDK9*	Cyclin-Dependent Kinase-9	Nuclear	Transcriptional Regulation
Hs. 184298	*CDK7*	Cyclin-Dependent Kinase-7	Nuclear	Transcriptional Regulation
Hs. 13291	*CCNG2*	Cyclin G2	Nuclear	Cell Cycle Arrest
				
**Oxidative Stress**				
Hs.475970	*OXSR1*	Oxidative Stress Response 1	Cytoplasmic	Intracellular Kinase
Hs.487046	*SOD2*	Superoxide Dismutase 2 (SOD2)	Cytoplasmic	Peroxide Generation
Hs. 148778	*OXR1*	Oxidative Resistance 1	Cytoplasmic	Anti-Oxidant
Hs.462585	*PIPOX*	Pipecolic Acid Oxidase	Cytoplasmic	Peroxide Generation
Hs.465870	*KEAP1*	Kelch-like ECH-associated protein 1	Cytoplasmic	Redox Homeostasis
Hs.406515	*NQO1*	NAD(P)H:quinone oxidoreductase 1	Cytoplasmic	Redox Homeostasis
				
**TGF-beta Signaling and Collagen**				
Hs. 133379	*TGFB2*	Transforming Growth Factor beta-2	Secreted	Matrix Synthesis, Immunity
Hs.519005	*SMAD1*	mothers against DPP homolog 1	Cytoplasmic	Cell Signaling
Hs. 189329	*SMURF1*	Smad Ubiquitin Regulatory Factor-1	Cytoplasmic	Cell Signaling
Hs.489142	*COL1A2*	Collagen 1A2	Secreted	Structural Protein
Hs. 172928	*COL1A1*	Collagen 1A1	Secreted	Structural Protein
Hs.443625	*COL3A1*	Collagen 3A1	Secreted	Structural Protein

^a^Gene annotations are from NCBI .

**Figure 3:**
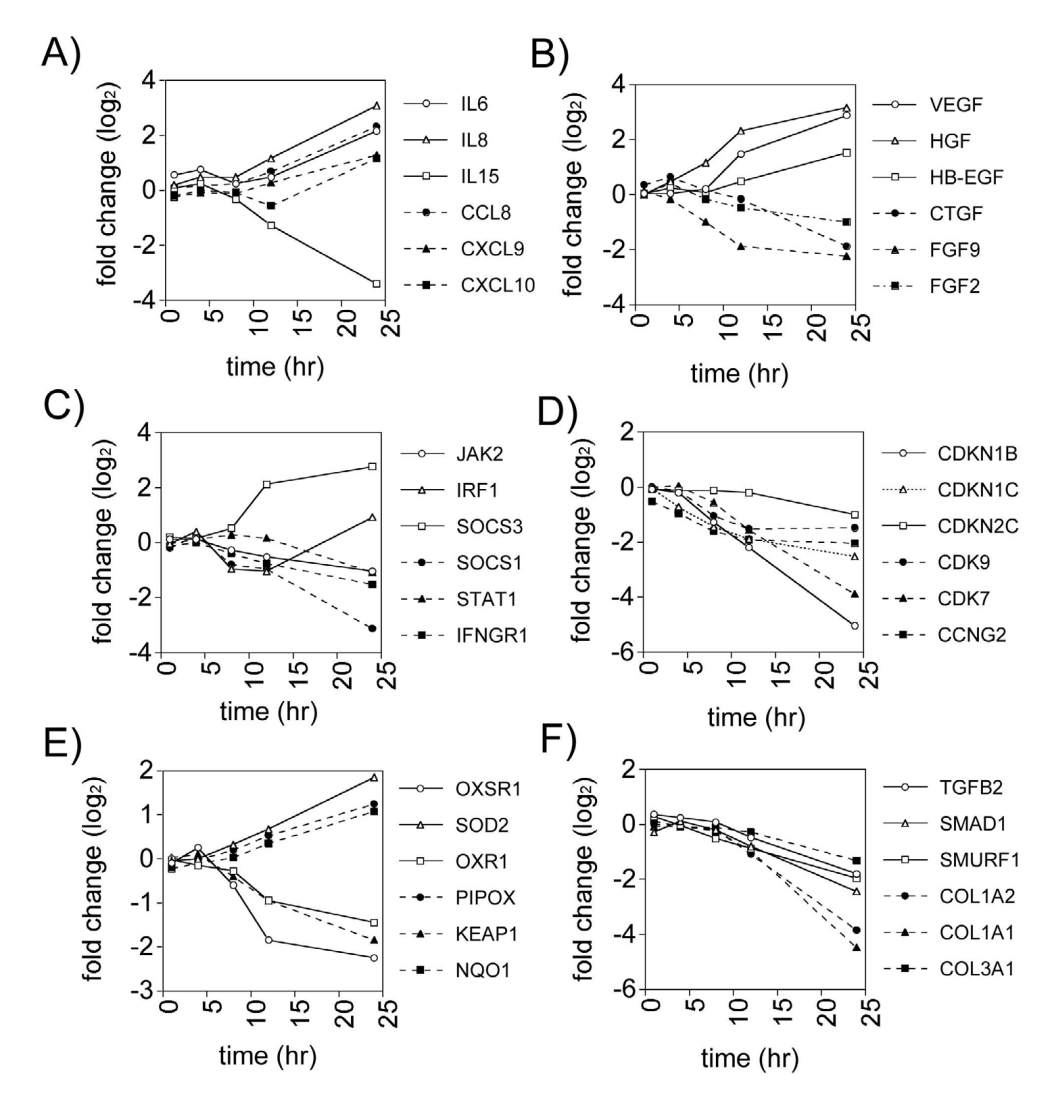
Gene expression profiles of selected genes for six functional categories. Fold changes in gene expression over the time course of the experiment are shown on a log_2 _scale. **A) **Cytokines and Chemokines, **B) **Growth Factors, **C) **STAT Signaling, **D) **Cell Cycle Regulation, **E) **Oxidative Stress, and **F) **TGF-β Signaling. The cellular localization and function of each of these genes are shown in Table 3.

Taqman quantitative real time RT-PCR was used to validate a dozen selected genes that were induced or suppressed by V_2_O_5 _exposure. We chose to validate 3 genes from each of the following categories (*growth factors, chemokines, transcription factors, oxidative stress*) that appear to have important roles in inflammation, repair, or fibrosis. The results obtained with Taqman quantitative RT-PCR closely mirrored the patterns of temporal induction or suppression observed in the microarray experiment (Fig. 4).

**Figure 4:**
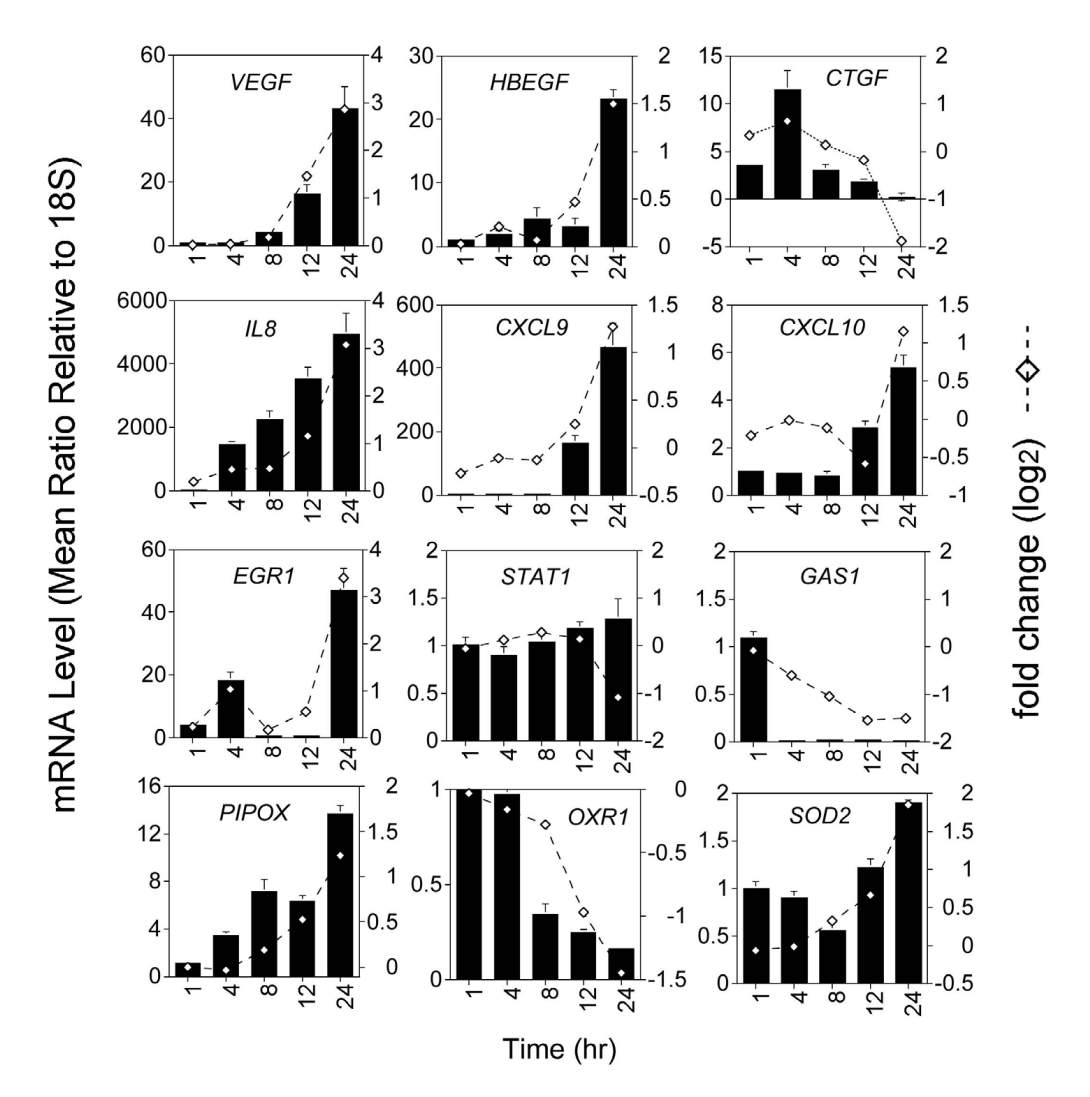
Validation of selected genes by Taqman quantitative RT-PCR. RNA was isolated from human lung fibroblasts treated with 10 μg/cm^2 ^V_2_O_5 _at the indicated time points and RT-PCR performed as described in Methods. Three genes from four categories were validated; growth factors (top row: *VEGF*, *HBEGF*, *CTGF*), chemokines (second row: *IL8*, *CXCL9*, *CXCL10*), transcription factors (third row: *Egr1*, *STAT1*, *GAS1*), and oxidative stress genes (bottom row: *PIPOX*, *OXR1*, *SOD2*). The data for each gene was normalized against 18S housekeeping gene and expressed as the mean ratio. Data are representative of at least two replicate experiments and expressed as the mean ± sem of triplicate dishes of cells. The temporal pattern of each V_2_O_5_-altered gene validated by RT-PCR is compared with the result obtained from the microarray experiment (open diamonds).

## Discussion

Occupational exposure to vanadium oxides has been associated with an increased incidence of obstructive airway disease and a reduction in lung function [1]. In the present study, we investigated the temporal expression of genes in normal human lung fibroblasts exposed V_2_O_5_. We previously reported that 10 μg/cm^2 ^V_2_O_5_, the same dose used in our microarray experiment, causes minimal cytotoxicity (<10%) to fibroblasts or epithelial cells over a 24 hr time period [10,11]. This concentration of V_2_O_5 _also causes several well-defined phenotypic changes in lung fibroblasts including a marked increase in H_2_O_2 _by fibroblasts [11], phosphorylation of the signal transducer and activator of transcription (STAT-1) [8], and increased expression of heparin-binding EGF-like growth factor, HBEGF [11]. Our current study identified genes regulated by V_2_O_5 _that could play potentially important roles in oxidative stress, inflammation, growth, and apoptosis during V_2_O_5_-induced lung injury, remodeling and repair. Moreover, our investigation suggests that fibroblasts play an important role in orchestrating the responses of other pulmonary cell types, including neutrophils, airway epithelial cells, lymphocytes, and endothelial cells. The postulated roles of selected genes that were validated by RT-PCR in mediating V_2_O_5_-induced inflammation, repair, and fibrosis are illustrated in Fig. 5.

**Figure 5:**
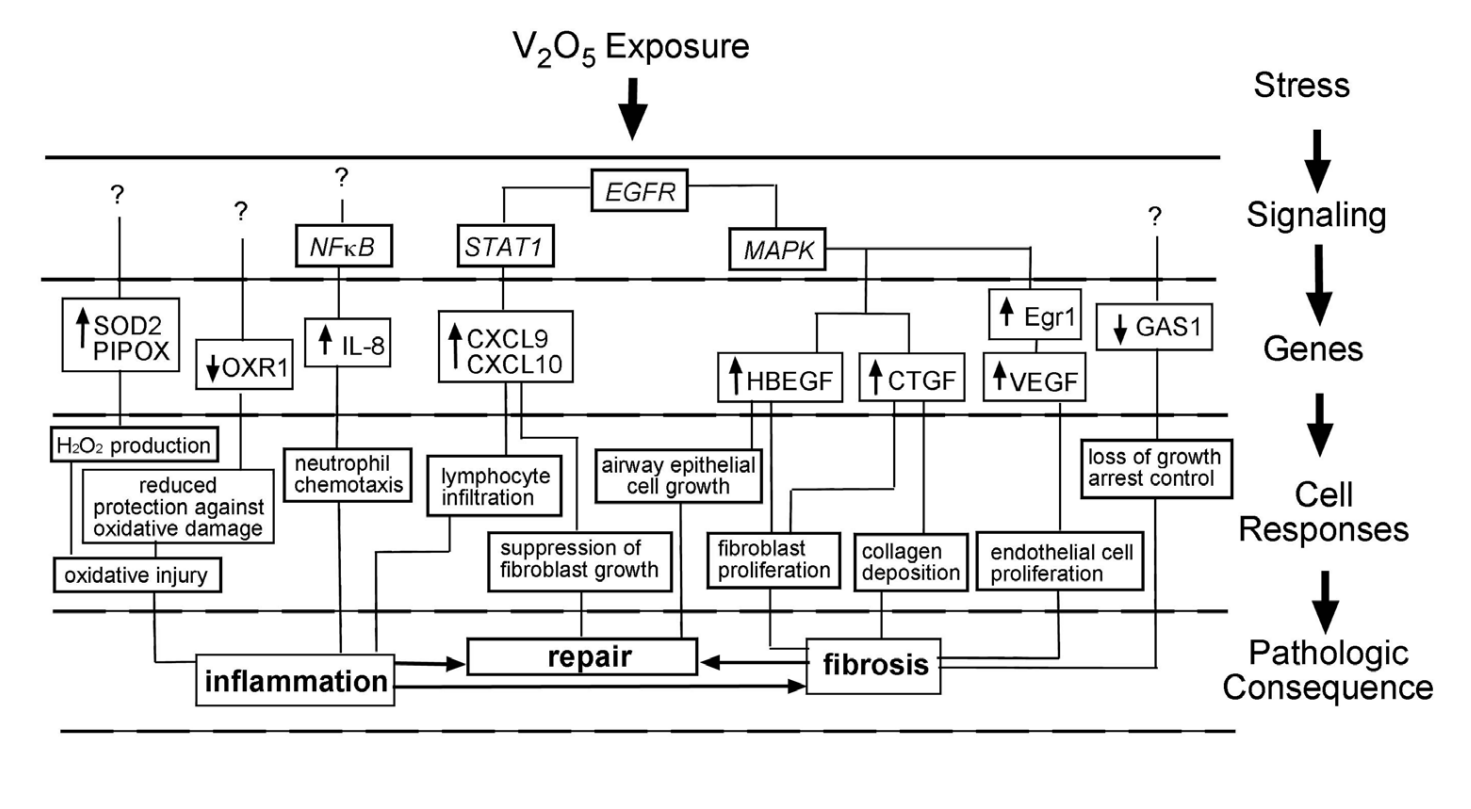
Illustration showing postulated roles of selected V_2_O_5_-induced or -suppressed genes in the context of upstream cell signaling events and downstream cell responses and pathologic consequences. All genes shown were validated by quantitative RT-PCR (see Fig. 4).

A variety of genes encoding cytokines and chemokines were induced or suppressed by V_2_O_5_. For example, V_2_O_5 _induced *IL8 *and *IL6*, which play important roles in acute inflammation. 

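CXCL8 had risen by 12 hr, with a log2 fold change of 1.17 (standard error 0.21, adjusted p = 3.39e-04), after 0.48 at 8 hr (adjusted p = 0.349). Its second probe set had 4.11 at 24 hr. IL6 had 0.74 at 4 hr (adjusted p = 0.456, and 0.0406 with the run of arrays as a block) and 0.45 at 12 hr (adjusted p = 0.117, and 0.0259 with the block), both below 2-fold, so its call is at 24 hr.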

We validated the strong induction of *IL8 *mRNA by RT-PCR. Vanadium rich oil fly ash has been reported to increase *IL8 *and *IL6 *mRNA and protein expression in normal human airway epithelial cells [25,26]. Moreover, workers exposed to vanadium-rich fuel oil ash have increased IL8 protein in nasal fluid [27]. Chemokines induced by V_2_O_5 _could play important roles in the immune response. Notably, V_2_O_5 _induced *CXCL9 *(*Mig*) and *CXCL10 *(inducible protein-10), both of which were validated by RT-PCR. 

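CXCL10 was lower at 12 hr, with a log2 fold change of -0.59 that stayed short of 2-fold (standard error 0.17, adjusted p = 0.0213), before its rise at 24 hr, when the signal went from 8.41 ± 0.14 in controls to 9.55 ± 0.40 with V2O5 (SD, n = 3). CXCL9 showed no call before 24 hr (0.24 at 12 hr, adjusted p = 0.422) and was a weakly hybridizing gene, at 5.31 ± 0.042 in controls and 6.58 ± 0.56 with V2O5 (SD, n = 3), near or below the median of all probe sets.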

*CXCL9 *and *CXCL10 *are STAT1-dependent chemokines that function in the recruitment of lymphocytes [28]. We previously showed that V_2_O_5 _activates STAT1 in lung fibroblasts [8] and mice deficient in STAT1 are susceptible to pulmonary fibrosis [29]. Moreover, we have observed intratracheal V_2_O_5 _exposure in rats causes lymphocytic accumulation surrounding airways and small blood vessels, as well causing proliferation of lymphocytes within the bronchus-associated lymphatic tissue adjacent to large airways [30]. It is possible that STAT1-dependent induction of *CXCL9 *and *CXCL10 *could be a mechanism for lymphocyte accumulation around airways and blood vessels following lung injury by V_2_O_5_.

Polypeptide growth factors have a variety of functions in airway remodeling that occurs after metal-induced lung injury. Our genomic analysis identified several growth factors that were validated by RT-PCR. Each of these genes had a different temporal pattern of expression. 

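VEGFA had a log2 fold change of 1.04 at 4 hr (adjusted p = 0.054, and 0.0383 with the run of arrays as a block), 0.61 at 8 hr (adjusted p = 0.105) and 2.28 at 12 hr (adjusted p = 2.57e-08). At 24 hr its 3 other probe sets had 3.13, 2.86 and 2.83.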

First, vascular endothelial cell growth factor (*VEGF*) was progressively induced after V_2_O_5 _treatment. Li and coworkers showed that vanadium induces the expression of *VEGF *in a mouse epithelial cell line through the activation of ERK [31]. *VEGF *promotes angiogenesis by stimulating the proliferation of vascular endothelial cells and fibroblasts [32]. Our data suggest that fibroblasts could function to promote the formation new blood vessels in V_2_O_5_-induced airway fibrotic lesions by signaling endothelial cells via VEGF protein or it is possible that secreted VEGF could stimulate fibroblast replication. 

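HBEGF had a log2 fold change of 0.20 at 4 hr (adjusted p = 1), 0.07 at 8 hr and 0.47 at 12 hr (adjusted p = 0.0738). Its value at 4 hr differed from the mean of 8 and 12 hr by -0.07 (adjusted p = 0.948), and its value at 24 hr by 1.23 (adjusted p = 2.44e-04). A second probe set had 1.13, and another 0.11, at 24 hr.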

Second, *HBEGF *gene expression was increased in a biphasic manner. *HBEGF *functions both in fibroblast mitogenesis and in epithelial repair [10,11]. 

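CCN2 read 0.13 at 8 hr (adjusted p = 0.915) and -0.19 at 12 hr (adjusted p = 0.399), between its value at 4 hr and its fall at 24 hr, whose standard error was 0.12 on the log2 scale. All 3 V2O5 arrays lay below all 3 controls at 24 hr.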

Third, connective tissue growth factor (*CTGF*) was increased transiently in human lung fibroblasts and then suppressed. We have also reported that V_2_O_5 _increases *CTGF *mRNA in the lungs of rats exposed by intratracheal instillation [30]. The temporal differences in the expression of *VEGF*, *HBEGF*, and *CTGF *after V_2_O_5 _treatment remain unclear. We have reported that the early induction of *HBEGF *is due to peroxide dependent activation of MAP kinases [11]. We have also observed that V_2_O_5_-induced *CTGF *expression requires MAP kinases (Ingram and Bonner, unpublished observation). The late induction of *HBEGF *and *VEGF *could be due to the delayed induction of a transcriptional regulator gene that is increased in response to V_2_O_5_-induced oxidative stress. One such transcriptional regulator that serves as a master switch for growth factor induction is the early growth response (*EGR1*) gene. 

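EGR1, a zinc finger transcription factor of the immediate early response, rose by 3.39 at 24 hr (standard error 0.46, adjusted p = 2.74e-06). At 4 hr its log2 fold change was 1.03 with the same standard error and an adjusted p of 1, and its other probe set had 0.49 at 4 hr and 5.37 at 24 hr. The value at 4 hr lay above the mean of 8 and 12 hr by 0.67 (adjusted p = 0.7).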

*EGR1 *was significantly induced at 4 and 24 hr following V_2_O_5 _treatment in both microarray and RTPCR experiments. *EGR1 *is induced by a variety of factors including cellular stress and functions as a transcriptional regulator to increase the expression of growth factor genes such as *VEGF *[33].

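BTG1, an anti-proliferative protein related to TOB1, was 2.82-fold lower at 8 hr (adjusted p = 0.0327) and fell by 2.49 on the log2 scale at 12 hr (adjusted p = 7e-05) and by 2.74 at 24 hr (standard error 0.39, adjusted p = 5.62e-06). GAS1, a membrane protein that blocks entry into S phase, went from 10.5 ± 0.22 in controls to 5.13 ± 0.33 with V2O5 at 24 hr (SD, n = 3), or 41-fold lower. BTG2 was not analysed here.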

Other growth response genes, including the growth arrest specific (*GAS1*) gene and Bcell translocation genes (*BTG1 *and *BTG2*), were progressively suppressed in a time dependent manner after V_2_O_5 _exposure. *BTG1*, *BTG2*, and *GAS1 *are all anti-mitogenic factors that mediate growth arrest of fibroblasts [34-36]. Cyclin-dependent kinase inhibitors, *CDKN1B *p27(Kip1) and *CDKN1C *p57(Kip2), were also progressively suppressed. These two kinase inhibitors mediate growth arrest and serve as tumor suppressors [37,38]. 

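CDKN1B fell by 1.29 at 8 hr (adjusted p = 0.0109) and by 2.22 at 12 hr (adjusted p = 6.86e-06). CDKN1C had -0.74 at 4 hr (adjusted p = 1, and 0.045 with the run of arrays as a block), then fell by 1.46 at 8 hr (adjusted p = 0.00103) and by 1.90 at 12 hr (adjusted p = 7.01e-06).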

Overall, our data suggests that V_2_O_5 _stimulates the growth and survival of fibroblasts by suppressing genes encoding anti-mitogenic factors (*GAS1*, *BTG2*, *CDKN1B*, and *CDKN1C*). In particular, our RT-PCR results validated *GAS1 *suppression in V_2_O_5_-exposed fibroblasts. While the increased expression of growth factors (i.e., *VEGF*, *HBEGF*, *CTGF*) by fibroblasts exposed to V_2_O_5 _is likely important in promoting fibroblast growth and survival, the reduced expression of *GAS1 *by V_2_O_5 _could be equally important in promoting fibroblast replication and survival. Moreover, V_2_O_5 _progressively suppressed *GAS1 *over the entire time course of the experiment, indicating sustained loss of growth arrest control when growth factors such as *VEGF*, *HBEGF*, and *CTGF *were maximally induced.

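GAS1 had a log2 fold change of -0.09 at 1 hr and -0.60 at 4 hr, both with an adjusted p of 1, then was 2.82-fold lower at 8 hr (adjusted p = 0.0154) and fell by 3.08 on the log2 scale at 12 hr (adjusted p = 1.15e-06) and by 5.36 at 24 hr (standard error 0.35, adjusted p = 2.76e-11). A second probe set had -1.12 at 24 hr (adjusted p = 0.0225).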

We found that V_2_O_5 _induced or suppressed a number of genes that are involved in oxidative stress. Vanadium compounds have been reported to activate several transcription factors and induce the release of inflammatory mediators through the generation of H_2_O_2 _[13,14,8]. Also, we previously reported that human lung fibroblasts exposed to V_2_O_5 _release micromolar amounts of H_2_O_2 _*in vitro *12 to 18 hrs after V_2_O_5 _exposure [11]. Two genes encoding peroxide-generating enzymes, *SOD2 *and *PIPOX*, were validated by RT-PCR. 

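At 12 hr the probe sets shared by SOD2 and SOD2-OT1 were below 2-fold: the brightest had a log2 fold change of 0.65 (adjusted p = 0.0547, and 0.00257 with the run of arrays as a block) and another 0.78 (adjusted p = 0.0313).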

*SOD2 *was progressively increased over the 24 hr time course of V_2_O_5 _exposure. *SOD2 *serves as a major protective anti-oxidant defense enzyme that converts superoxide anion to H_2_O_2 _[39]. V_2_O_5 _undergoes redox chemistry to generate superoxide anion, so it is possible that *SOD2 *plays a role in reducing V_2_O_5_-induced lung injury. 

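PIPOX had log2 fold changes of -0.03 at 4 hr, 0.19 at 8 hr (adjusted p = 0.897) and 0.52 at 12 hr (adjusted p = 0.0435), below 2-fold, and 1.23 at 24 hr (standard error 0.17).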

L-pipecolate oxidase (*PIPOX*), a peroxisomal oxidase, was also progressively induced by V_2_O_5_. *PIPOX *utilizes molecular oxygen as a substrate with H_2_O_2 _as a product [40]. While V_2_O_5 _induces genes that generate peroxide (*SOD2*, *PIPOX*), we also validated suppression of the oxidative resistance gene (*OXR1*). Volkert and colleagues discovered the human *OXR1 *gene using a functional genomics approach in a search for genes that function in protection against oxidative damage [41]. While *OXR1 *is protective against oxidative stress, the precise function of this gene is not well understood. Because *OXR1 *is protective against oxidative injury, suppression of this gene could contribute to V_2_O_5_-induced oxidative stress. Also, the temporal suppression of *OXR1 *occurs as *PIPOX *(a pro-oxidative stress gene) is temporally induced.

V_2_O_5 _causes airway fibrosis in rats *in vivo*, and it is well known that increased collagen production defines the fibrotic lesion [4]. TGF-β is an essential mediator of collagen production by fibroblasts. 

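The falls of TGFB2, SMAD1 and SMURF1 came late. At 8 hr TGFB2 had a log2 fold change of 0.04, SMAD1 -0.21 and SMURF1 -0.55 (adjusted p = 0.138). At 12 hr SMAD1 had -0.82 (adjusted p = 0.00363) and SMURF1 -0.91 (adjusted p = 0.00119), short of 2-fold, and TGFB2 -0.51 (adjusted p = 0.159, and 0.0262 with the run of arrays as a block).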

Our results showed that *TGFB2*, along with its associated signaling intermediates *SMAD1 *and *SMURF1*, were all progressively suppressed by V_2_O_5_. Moreover, several major collagen genes (*COL1A2*, *COL1A1*, *COL3A1*) were suppressed as well. These data indicate that V_2_O_5 _does not directly stimulate fibroblasts to deposit collagen. Instead, it is likely that TGF-β or other factors signals produced by neighboring pulmonary cell types to increase collagen production. 

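Each of these collagens is read by several probe sets, which differed. A second probe set of COL1A2, at a control level of 13.2, had a log2 fold change of -3.86 at 24 hr (adjusted p = 2.01e-14) and differed from the brightest one by -3.62 (adjusted p = 1.15e-15). A probe set of COL1A1, at 10.9, had -4.51 (adjusted p = 3.32e-13), a difference of -3.75 (adjusted p = 2.14e-13), while its others had 0.51 and -1.69 (adjusted p = 0.0819). The others of COL3A1 had -1.34, -0.71 and 0.05. The brightest probe sets of these collagens lie above 12, where saturation may hide part of a fall and add to these differences.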

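From the lower signals of TGFB2, SMAD1, SMURF1 and the collagens under V2O5, the paper infers that the compound does not itself drive collagen deposition by fibroblasts, and it proposes that other lung cells provide the signal.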

TGF-β mRNA is increased in the lungs of rats treated with V_2_O_5_. Therefore, during V_2_O_5_-induced fibrogenesis fibroblasts do not appear to be effectors of their own collagen deposition, but likely require other cell types (e.g., macrophages) as a source of TGF-β.

While we used lung fibroblasts in our study, it is highly relevant to consider the effect of V_2_O_5 _exposure on gene expression by other lung cell types, including epithelial cells. Li and colleagues used microarray analysis to investigate gene expression changes in human bronchial epithelial cells exposed to vanadium or zinc and identifed a small set of genes that could be used as biomarkers for discriminating vanadium from zinc [42]. They also reported that *IL8 *and *PTGS2 *(COX-2) were induced several-fold by vanadium but not by zinc. 

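PTGS2 (cyclooxygenase-2), which starts prostaglandin synthesis, rose by 2.48 at 24 hr (standard error 0.25, adjusted p = 2.35e-08), from 4.34 ± 0.12 in controls to 6.82 ± 0.71 with V2O5 (SD, n = 3). It showed no call at 12 hr (0.27, adjusted p = 0.589) or earlier. CXCL8 was 8.38-fold higher at 24 hr.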

*IL8 *and *PTGS2 *were also strongly induced in human lung fibroblasts by vanadium in our study. In fact, we previously reported that COX-2 null mice are susceptible to V_2_O_5_-induced lung fibrosis, which emphasized an important protective role for the *PTGS2 *gene during fibrogenesis [43].

## Conclusion

A variety of genes were induced or suppressed in normal human lung fibroblasts by vanadium pentoxide (V_2_O_5_) that appear to have important functions in inflammation, fibrosis and repair. Our data suggest that both the induction of genes that mediate cell proliferation and chemotaxis (*VEGF*, *CTGF*, *HBEGF*), as well as suppression of genes involved in growth arrest and apoptosis (*GAS1*), is important to the lung fibrotic reaction to V_2_O_5_. The induction of interferon-inducible, STAT1-dependent chemokines (*CXCL9 and CXCL10*) could contribute to both suppression of fibroblast proliferation and lymphocyte accumulation. The strong induction of *IL8 *likely contributes to neutrophilic inflammation. An increase in peroxide-generating enzymes (*PIPOX*, *SOD2*) is consistent with H_2_O_2 _production by V_2_O_5_, while the reduced expression of protective oxidative response genes (e.g., *OXR1*) could further contribute to oxidative damage. Overall, our study reveals a wide variety of candidate genes that could mediate V_2_O_5_-induced airway remodeling after occupational and environmental exposures.

## Abbreviations

V_2_O_5_, vanadium pentoxide; STAT-1, signal transducer and activator of transcription; GAS1, growth arrest specific gene; VEGF, vascular endothelial cell growth factor; CTGF, connective tissue growth factor; CXCL10, Chemokine (C-X-C motif) ligand 10; HB-EGF, heparin-binding epidermal growth factor-like growth factor; PTGS-2, prostaglandin synthase 2; OXR1, oxidative resistance gene; SOD2, superoxide dismutase-2; PIPOX, L-pipecolate oxidase.

## Competing interests

The author(s) declare that they have no competing interests.

## Authors' contributions

JLI and JCB designed the experiments, performed the data analysis, and drafted the manuscript. JLI, AAM, EAT, JBM, and DGW performed cell culture, RNA isolation, and validated changes in selected genes by Taqman quantitative real-time RT-PCR. LJP performed with microarray hybridizations. RST performed statistical analysis on the microarray data. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

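Gene expression was measured on Affymetrix Human Genome U133A 2.0 arrays in normal adult human lung fibroblasts in serum-free defined medium, alone (control), with 10 μg/cm2 V2O5, or with 100 μM H2O2, at 1, 4, 8, 12 and 24 hr, with 3 arrays per treatment and time point and 45 arrays in all. The paper reports the 30 control and V2O5 arrays. The authors' values are on a log2 scale after RMA (background correction, quantile normalization of the probe signals and median polish per probe set) and were used as deposited, 1 value for each of 22277 probe sets per array; the raw scans were not used here, so RMA was not repeated. The paper's text does not name the version of RMA or say whether all 45 arrays were processed together. The labels describe each RNA as pooled. They give an RNA integrity number of 9.1 to 10 for 40 of the 45 arrays. Those without a number include control replicates 2 and 3 and V2O5 replicate 2 of 24 hr. The lowest number, 9.1, was that of V2O5 replicate 3 of 24 hr.

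The array labels carry numbers in 3 runs, each holding 1 array of every treatment and time point. Whether the runs pair the arrays was checked: after removal of the treatment and time means, arrays of V2O5 and control with the same run correlated at 0.188 to 0.743 and others at -0.68 to 0.209, and for H2O2 at 0.233 to 0.804 and -0.648 to 0.223. The first component, 45.9% of the variance left, separated the first run (-38.1 to -17.3) from the others (6.14 to 32.3 and -6.92 to 22.4). The labels do not say what a run shares. The planned fit had no block, and the fit with the run as a block was an alternative. As arrays of the same run went together, the planned fit may be conservative. A change that did not pass it is not thereby shown to be absent.

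Probe sets were named from the platform's table through Entrez identifiers and the reference table of symbols. Of the 22277 probe sets 62 are controls of the manufacturer, 19064 were paired with 1 gene, 1043 with several and 2108 with none, which gave 11963 genes, 4310 of them with several probe sets. Probe sets paired with several genes were tested but named no gene, apart from those of SOD2. A gene is represented by its probe set with the highest mean signal over the 45 arrays. BTG2, CDKN2C and 1 further gene are not reported here.

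The analysis used R 4.3.3 with limma 3.58.1, and the plots Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. For V2O5 against control limma's lmFit and eBayes were applied to the 30 arrays with 1 mean per treatment and time point, and for H2O2 against control and V2O5 against H2O2 to all 45. The p-values were adjusted by the Benjamini-Hochberg method over all probe sets within a time point, and a probe set was called changed at an adjusted p of 0.05 or less and a change of at least 2-fold, the thresholds of the paper. An exact permutation test of 3 arrays against 3 cannot go below a p of 0.1, so none was used for single genes. Fold changes are on the log2 scale with the standard error of limma's moderated test. "Rose", "fell" and "changed" are used of calls only.

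The genes named are those that the paper names in its text, tables and Fig. 1; the 10 with the largest rise and the 10 with the largest fall at each time point among calls with all 3 treated arrays outside the control range; and up to 4 called genes with the largest change in each list. Members of a list beyond these were named after their values were seen. The lists, the rules for temporal patterns and the alternatives were written before the data were examined. Camera, with a preset correlation of 0.01 between genes, compared each list with all other genes, adjusted over the 33 lists within a time point; the correlation was also estimated from the data. Fisher's exact test, one-sided, compared the share of called members with that of all measured genes. The paper's own lists were tested apart, since they were chosen on these arrays. Some of the 33 lists also hold genes that the paper reports, so their tests are not fully independent of it.

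The procedure was tested on simulated data with the spread of these arrays. At 24 hr 50 probe sets were changed by each of 0.6, 1, 1.5 and 2.5 on the log2 scale. Of these, 48%, 94%, 94% and 100% had an adjusted p of 0.05 or less and 0%, 44%, 94% and 100% were called. Of the unchanged probe sets 3 were called at 24 hr and 0 at the other time points. The real arrays of 24 hr had 9666 probe sets at an adjusted p of 0.05 or less, so these shares may not hold for them.

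The alternatives were other scalings (centring on the array median, a second quantile normalization, centring on the 100 maintenance probe sets), a filter that kept the 11139 probe sets with the higher mean, p adjusted over the 5 time points, a 1.5-fold minimum or none, other sets of arrays in the fit, a trended and robust prior, the run as a block, array weights, each array left out in turn, counts of distinct genes, other choices of a gene's probe set, estimated correlations, and other tolerances of the pattern rules. Chosen after the values were seen were the probe set with the largest change and the count without the arrays of 24 hr. Ontology analysis with DAVID, hierarchical clustering and the RT-PCR measurements were left out, the last because the array values do not include them.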

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

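The tests for control arrays out of place, for RNA degradation, for saturation above 12 on the log2 scale and for low controls at 1 hr, the test of all pairs of probe sets, and the tests that pick in 2 runs and read the other were chosen after the results were seen.

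The H2O2 arrays, which the paper does not report, had 8 probe sets higher than control at 1 hr and 0 lower. IER2 and EGR3, transcription factors of the immediate early response, had log2 fold changes of 1.05 and 1.26 (adjusted p = 0.00455 and 0.0127), ATF3, a stress-induced transcription factor, 2.16 (standard error 0.43, adjusted p = 0.0465), PTGS2 2.04 (adjusted p = 0.00455), DUSP1, which inactivates MAP kinases, 1.58, GDF15 1.43, SPRY2 1.38 (adjusted p = 0.00121) and SLC19A2, a thiamine transporter, 1.41. Low values in the control arrays of 1 hr would lift V2O5 over control too, but V2O5 minus control in the mean of the 8 was 0.143 (standard error 0.152) and its upper bound (plus 2 standard errors) 0.448, against 1.54 for H2O2, which argues against them, while V2O5 against H2O2 called 4 of the 8 (IER2, ATF3, PTGS2 and GDF15) and none without the controls in the fit, where the differences were the same and the standard errors of these 4 lay between 0.19 and 0.49 rather than 0.17 and 0.43 (adjusted p = 0.118 to 0.203). One run of arrays as the whole cause is argued against as well: the H2O2 array lay above the control array in each of the 3 runs for 8 of the 8, and, as their choice favours that, the 8 of lowest p among those 2-fold higher in 2 runs were read in the run left out, where the median of H2O2 minus control was 1.31, 0.742 and 1.66 in runs 1, 2 and 3. A biological candidate explanation, an early response to H2O2 that may fade by 4 hr, stays open, and the count was 1, 2 and 4 without control replicates 1, 2 and 3, and 4, 13 and 2 without H2O2 replicates 1, 2 and 3.

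Most V2O5 calls were lower. Array scaling by the authors was weighed first. With each array centred on the maintenance probe sets the share of lower calls was 84.54%, so a shift of whole arrays does not account for it. Centring moves each array by a constant and cannot undo the quantile normalization in RMA. At 24 hr the lower quartile was 5.14 with V2O5 and 4.97 in controls, and the upper 7.96 and 8.21. With no fold minimum 5726 probe sets were higher and 3940 lower at 24 hr. An effect of the scaling that varies with signal level stays open. Control arrays of 24 hr out of place would leave the V2O5 arrays no lower than the H2O2 arrays, but 1813 probe sets were lower with V2O5 than with H2O2 at 24 hr. RNA degradation was taken to raise the 3' signal over the 5' signal by 1 or more in V2O5 arrays. The difference at 24 hr was 0.041 for GAPDH and 0.19 for beta-actin. The larger upper bound (difference plus 2 standard errors) was 0.837, below that. These probe sets read 12.8 to 13.9 at 24 hr, above 12, where saturation may hide part of a difference. The test therefore cannot decide on degradation. A loss of short-lived transcripts under V2O5 may also give this pattern and was not tested.

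Probe sets of one gene often differed in their fall at 24 hr: of 382 probe sets called lower that were not their gene's brightest, 118, or 30.9%, had a brightest probe set without the call. Chance spread of the brightest probe set as the whole cause is argued against, since the 2 probe sets differed at an adjusted p of 0.05 in 74.6% of these, which their choice favours, and in pairs picked in 2 runs the other probe set was again the lower in at least 81.6% in the run left out, but chance stays open for single pairs beyond the 30 that differed after Bonferroni correction over all 7101 pairs (82 by the Benjamini-Hochberg method, which allows about 82 false among the 1639 it finds). In the pairs picked in 2 runs the fall was missing again in 46.1%, 50.4% and 63.6% when runs 1, 2 and 3 were the run left out. Probes shared with other transcripts are argued against as the whole cause, since falls were missing in 38.4% of the pairs in which neither probe set is of a shared type. Saturation of bright probe sets does not explain the pattern as a whole, since falls were missing in 31.1% where the brightest probe set lay below 10, but above 12 they were missing in 5 of 7 pairs, more often than at 8 to 12 (Fisher's exact test, one-sided, p = 0.00803), so it may account for part of these, although below 8, where signals do not saturate, they were also missing in 57 of 117 (48.7%). The pairs above 12 with a missing fall include those of COL1A1, COL1A2 and COL3A1, and this Fisher's test was chosen after their values were seen. Its p is therefore not independent evidence. No biological explanation, such as transcript forms with different 3' ends, was tested.

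DUSP6 changed direction with time: its log2 fold change at 24 hr minus that at 4 hr was -3.75 in its brightest probe set (limma's adjusted p = 1.35e-07) and -4.204 in another (adjusted p = 1.09e-07), each called higher at 4 hr and lower at 24 hr. TENT5A's log2 fold change at 24 hr minus that at 12 hr was 3.496 (adjusted p = 1.17e-06), called lower at 8 and 12 hr and higher at 24 hr. In 5 of the 4310 genes with several probe sets, probe sets were called in opposite directions at 24 hr: HNRNPD (1.83 and -2.33), HNRNPDL (1.83 and -1.65) and SFPQ (1.97 and -1.97), RNA-binding proteins of splicing, BRD8 (1.13 and -1.76), of a histone acetylase complex, and UBAP2L (1.03 and -1.23), of stress granules.

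The arrays of each time point were also split in the other ways that keep 3 against 3. There are 10 such splits, too few for a share under 0.05. For V2O5 the real counts were 0, 4, 178, 848 and 2189 at 1, 4, 8, 12 and 24 hr and the highest other was 0 at each; all 10 splits gave the real count at 1 hr and 1 at the rest. For H2O2 the real counts were 8, 0, 0, 0 and 0 and the highest other 0; 1 split reached the real count at 1 hr and 10 at the rest. For V2O5 against H2O2 the real counts were 6, 1, 285, 1116 and 2203, reached by 1 split each, and the highest other was 0, apart from 1 at 12 hr. Over all time points together 100 splits, the real one included, were drawn, and 1, the real one, reached 2310. The highest other was 2302, in a draw that kept the real groups of 24 hr, as 13 did, and 48 was the highest with the arrays of 24 hr regrouped. The count thus rests on the arrays of 24 hr, whose own splits are too few.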

How the results depend on the processing

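The count without the arrays of 24 hr and the probe set with the largest change were tried only after the values were seen. For the changes given here the cause was not tested, except where fewer arrays, fewer genes or a lower fold minimum change a count by construction.

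The counts of V2O5 calls at 8, 12 and 24 hr and at any time stayed within 1.5 times 178, 848, 2189 and 2310 under the 3 scalings, the filter on low values, p adjusted over the 5 time points, the other fits, the block and the weights. They moved with the fold minimum: at 1.5-fold they were 547, 1953, 4748 and 5072, with 7 at 4 hr, and with none 720, 3080, 9666 and 10198, with 7 at 4 hr. Without the arrays of 24 hr 860 probe sets were changed at any time. The count at 4 hr was 15 with p adjusted over the 5 time points, 0 with only the 6 arrays of the time point, 11 with the run as a block, 14 with array weights and 2 in distinct genes; at 1 hr it was 1 with p adjusted over the 5 time points and 4 with array weights. The share of lower calls was 76.85% with median centring, 72.08% after a second quantile normalization, 84.54% with the maintenance probe sets, 85.1% with the filter on low values, 61.89% at 1.5-fold, 40.08% with no fold minimum and 81.34% in distinct genes.

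H2O2 calls at 1 hr, 8, became 5 with median centring, 2 after a second quantile normalization, 5 with the filter on low values, 3 with p adjusted over the 5 time points, 0 with only the 6 arrays, 15 with the block and 19 with array weights. V2O5 against H2O2 at 4 hr, 1, became 3 with median centring, 0 after a second quantile normalization, 0 with the maintenance probe sets, 4 with the filter, 7 with p adjusted over the 5 time points, 0 without the control arrays in the fit, 0 with only the 6 arrays, 2 with the trended and robust prior, 6 with the block and 3 with array weights. At 1 hr, 6, it became 24 with p adjusted over the 5 time points, 0 without the controls in the fit, 0 with only the 6 arrays, 14 with the block and 45 with array weights. At 8, 12 and 24 hr it was 876, 2486 and 4762 at 1.5-fold and 1255, 4784 and 10311 with no fold minimum. The correlation of V2O5 and H2O2 fold changes with the filter was 0.534 at 4 hr and -0.0383 at 12 hr.

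Of the patterns, steady falls numbered 438 with a tolerance of 0 and 1483 with 0.3. At 1.5-fold there were 967 steady rises, 1357 steady falls, 7 early rises with late falls and 3 biphasic rises; biphasic rises were 3 with the block and 2 with the maintenance probe sets, and with the filter there were 169 steady rises and 1 early rise with a late fall. Of 33 lists 16 passed at 24 hr with the preset correlation and 0 with an estimated one. Over the values as deposited and the 3 scalings the members higher at 24 hr were 7 to 9 of the NF-kB targets, 8 to 11 of the immediate early genes and 1 to 3 of the JAK-STAT genes, and those lower 6 to 9 of the DNA repair genes and 27 to 35 of the zinc finger genes.

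Leaving out 1 array at a time gave 0 to 5 V2O5 calls at 4 hr (0 without V2O5 replicate 2, 1 without control replicate 1, control replicate 3 or V2O5 replicate 3), 129 to 178 at 8 hr, 736 to 926 at 12 hr, 2169 to 2331 at 24 hr, 2292 to 2466 at any time and lower shares of 77.77% to 80.15%. H2O2 calls at 1 hr ranged from 1 to 13 (1, 2 and 4 without control replicates 1, 2 and 3, 4, 13 and 2 without H2O2 replicates 1, 2 and 3) and at 4 hr from 0 to 2 (2 without H2O2 replicate 2). V2O5 against H2O2 ranged from 0 to 16 at 1 hr (0, 10 and 16 without V2O5 replicates 1, 2 and 3, 12 and 0 without H2O2 replicates 2 and 3) and from 0 to 2 at 4 hr (2, 0 and 2 without V2O5 replicates 1, 2 and 3, 0 without H2O2 replicate 3). Without each run in turn the correlation ranged from -0.0419 to 0.578 at 1 hr, 0.525 to 0.57 at 4 hr, 0.0171 to 0.17 at 8 hr, 0.0217 to 0.053 at 12 hr and -0.0372 to 0.217 at 24 hr.

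No named gene reversed at 24 hr. Of 143, 134 were called, and 0 to 4 of these calls were lost under the scalings, filters and fits, and 1 to 6 without 1 array. With the mean of a gene's probe sets 20 were lost (CCNT2, CDKN1C, DNAJA1, FGF2, HBEGF, ITGAM, JAK2, LMOD1, LYST, MARCKS, MSH6, PDGFRA, RANBP2, SMURF1, SOCS1, SPRED2, SRSF5, TGFB2, TRAF4 and ZNF277) and 5 gained (COL1A1, COL1A2, HGF, JUN and SLC2A3). Of the 3 probe sets of DUSP6, all in Fig. 1, 2 were called lower, the brightest among them, and 1 was not called (-0.73). The block changed no call among the 143 named genes at 24 hr. The filter on low values kept 132 of the 143 named genes. PTGS2 and CXCL9 had control values below the median of all probe sets.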

Differences from the paper's values

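No value here is of a test chosen after its result was seen except those with the probe set of the largest change, with the nearest probe set, and without the arrays of 24 hr.

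The paper states that over 1400 genes changed; 2310 probe sets did here at any time, at the paper's thresholds. Of the alternatives set before the data were examined, the filter on low values (1965) and the count in distinct gene symbols (1730) were within 1.5 times the paper's number. The other 11 were not, at 2295 with median centring, 2303 after a second quantile normalization, 2468 with the maintenance probe sets, 2279 with p adjusted over the 5 time points, 5072 at 1.5-fold, 10198 with no fold minimum, 2312 with all 45 arrays, 2296 with only the 6 arrays of a time point, 2305 with the trended and robust prior, 2381 with the block and 2329 with array weights. Without the arrays of 24 hr, chosen after the values were seen, the count was 860.

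Of 60 fold changes read by eye from the paper's figures, 46 lay within limma's residual standard deviation of the probe set from the values here and 14 did not. GAS1 at 24 hr is about -1.5 in Fig. 2 of the paper, read by eye, and was -5.36 here; the probe set printed in Fig. 1 gave -1.12, within the error, and the mean of its probe sets, -3.24, was not. VEGFA is about 2.9 in Fig. 3 of the paper, read by eye, and was 3.57 here; the mean of its probe sets gave 3.098 and the probe set of Fig. 1 2.86, both within the error. CCNG2 is about -2 in Fig. 3 of the paper, read by eye, and was -2.39; the probe set of Fig. 1 gave -2.07, within the error, and the mean of its probe sets -2.36, which was not. IFNGR1 is about -1.5 in Fig. 3 of the paper, read by eye, and was -1.28; the mean of its probe sets gave -1.41, within the error, as did -1.53 in the probe set with the largest change, chosen after the values were seen. CD44 at 24 hr is about -0.1 in Fig. 2 of the paper, read by eye, and was -0.27; the mean of its probe sets gave -0.07, within the error. At 8 hr CD44 is about 2.3 in Fig. 2 of the paper, read by eye, and was 0.0302; the mean of its probe sets gave 0.26, still apart, and another of its probe sets, the nearest one and chosen after the values were seen, gave 2.25 (adjusted p = 0.0155).

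For the rest the mean of a gene's probe sets, set before the data were examined, did not come within the error, and the probe set with the largest change, chosen after the values were seen, did. NAMPT is about 2.6 in Fig. 2 of the paper, read by eye, and was 1.73 here, with a mean of 2.14 and a largest of 2.55. JUN is about 2 in Fig. 2, read by eye, and was 0.66, with 1.31 and 2.05. MARCKS is about -1.3 in Fig. 2, read by eye, and was -1.04, with -0.91 and -1.26. HGF is about 3.1 in Fig. 3, read by eye, and was 0.43, with 1.5004 and 3.14. NQO1 is about 1.1 in Fig. 3, read by eye, and was 0.58, with 0.80 and 1.06. COL1A2 is about -3.9 in Fig. 3, read by eye, and was -0.25, with -2.06 and -3.86. COL1A1 is about -4.5 in Fig. 3, read by eye, and was -0.76, with -1.61 and -4.51. COL3A1 is about -1.3 in Fig. 3, read by eye, and was -0.51, with -0.63 and -1.34. The probe set with the largest change also called SLC2A3, at 1.29, and dropped none of the paper's genes called here. It also put values outside the error that the brightest probe set had within it. EGR1 had 5.37 at 24 hr and 0.49 at 4 hr, against about 3.4 and 1 in the paper, read by eye. CXCL8 had 4.11 at 24 hr, against about 3.1, read by eye.

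The paper presents 6 genes as biphasic, and none of them met the rule used here, which asks for a call at 24 hr and for both contrasts; 5 of the 6 were called at 24 hr, and SLC2A3 passed both contrasts but stayed under 2-fold in its brightest probe set. It describes EGR1 as induced at 4 hr, where the array value here was 1.03 with an adjusted p of 1, and at 24 hr, where it rose by 3.39. The paper reports both inductions by RT-PCR as well, and it shows RT-PCR time courses for HBEGF and CTGF. The array values here do not test those measurements. It gives IRF1 as biphasic; the 4 hr value was 0.37 with an adjusted p of 1, and 24 hr stayed under 2-fold except after a second quantile normalization (1.08). HBEGF, also given as biphasic, had 0.20 at 4 hr (adjusted p = 1) and a call at 24 hr. CTGF is described as induced at 4 hr; CCN2 had 0.62 there (adjusted p = 0.0887, and 0.0406 with the block), and the late fall was called. Of the 6 genes shown as induced early and suppressed late, 1, DUSP6, passed at 4 hr and 5 were lower at 24 hr. HGF, the collagens, JUN and NQO1 were not called in their brightest probe set; HGF, JUN, COL1A1 and COL1A2 were with the mean of their probe sets.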

Other observations

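The overlap of H2O2 at 1 hr with V2O5 at 24 hr was tested only after it was seen; no other test here was chosen that way.

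The 33 lists hold further responses to V2O5 at 24 hr. Of 23 genes of the ATF4 and unfolded protein response 1 was higher, PPP1R15A, 9 were lower and 13 were not called (1 and 9 adjusted over the list alone; camera's adjusted p = 0.01, adjusted p = 0.302 with an estimated correlation): HERPUD1, of protein degradation at the endoplasmic reticulum, had -4.13, MTHFD2, a mitochondrial folate enzyme, -2.60, TRIB3, a pseudokinase, -2.37 and XBP1, a transcription factor of the response, -1.93. Of 12 heat shock genes 4 were lower, BAG3, DNAJB1, DNAJA1 and DNAJB4, all cochaperones of HSP70, with DNAJA1 at -0.87 with the mean of its probe sets (0 and 4 adjusted over the list alone; 0.0301 by camera, adjusted p = 0.245 with an estimated correlation), and their values ran from -2.07 to -1.45. Of 14 ERK feedback inhibitors 3 were higher (SPRY4 1.92, DUSP1 1.77, SPRY2 1.66) and 6 lower, DUSP10, a phosphatase of p38 and JNK, among them at -1.82 (3 and 6 adjusted over the list alone; 0.573 by camera); at 4 hr the list was higher (2e-09 by camera, 0.00187 with an estimated correlation). Of 17 p53 targets 1 was higher, GDF15, and 3 were lower, PLK2, a kinase, at -3.42, SESN1, an inhibitor of mTORC1, at -2.05 and XPC at -1.09 (1 and 3 adjusted over the list alone; 0.171 by camera). After a second quantile normalization XPC was not called. Of 8 metallothioneins and zinc export genes none reached 2-fold, though 5 were higher at an adjusted p of 0.05 or less by limma (0.0794 by camera, 0.0425 with the block), and of 15 genes of cholesterol synthesis 1 was lower, NSDHL, 2.65-fold lower (0 and 1 adjusted over the list alone; 0.966 by camera, with 3 lower with the block).

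H2O2 against control gave 0 calls by limma at 4, 8, 12 and 24 hr, with 1320, 566, 1841 and 219 probe sets at an unadjusted p under 0.05, and 1609 at 1 hr. The 566 and 219 are fewer than chance alone would give for independent probe sets, so this fit may be conservative there. At 1 hr 15 lists were higher and 2 lower by camera with the preset correlation, and 4 were higher with an estimated one: immediate early genes (7.09e-20, and 0.00217 with an estimated correlation), growth factors (0.00345, and 0.0231), ERK feedback inhibitors (7.94e-05, and 0.0379) and apoptosis genes (0.00247, and 0.0379). The block called 15 at 1 hr and added EGR1, JUNB, NR4A1, PCF11, TMF1 and KCNE4. V2O5 against H2O2, tested directly, gave 0 higher and 6 lower at 1 hr, 0 and 1 at 4 hr, 19 and 266 at 8 hr, 117 and 999 at 12 hr, and 390 and 1813 at 24 hr.

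Across all probe sets, which are not independent, the fold changes of V2O5 and H2O2 at the same time correlated at 0.168, 0.603, 0.0583, -0.0609 and 0.0704 at 1, 4, 8, 12 and 24 hr. Without each run in turn the values ranged from -0.0419 to 0.578 at 1 hr, 0.525 to 0.57 at 4 hr and 0.0171 to 0.17 at 8 hr. At 12 hr they were positive, at 0.0217 to 0.053, and at 24 hr they were -0.0372 to 0.217. The fold changes of both treatments share the control arrays, which alone gave 0.499 in 20 simulations without any effect (0.498 at 4 hr). The covariances were 0.0041, 0.017, 0.00208, -0.00477 and 0.00541, against 0.00916, 0.00907, 0.0091, 0.00912 and 0.00908 simulated. At 4 hr the covariance exceeded the simulated one by 0.00796, and at the other time points it lay below. With the spread between runs in the simulation the value at 4 hr was 0.0194, above the observed 0.017. At 24 hr that simulation gave 0.0195, more than the whole variance of the H2O2 fold changes there, 0.0129. Arrays of the same run went together, at correlations of 0.188 to 0.743 for V2O5 and control and 0.233 to 0.804 for H2O2 and control. The simulation with run spread is therefore no usable level. The simulation without run spread is no sure level either. At 24 hr its covariance of 0.00908 at a correlation of 0.499 implies more variance than the 0.0129 of the H2O2 fold changes there. The observed covariance lay above it at 4 hr and below it at the other time points, from which no conclusion is drawn. Whether a shared response adds to the covariance at 4 hr was not tested. The 3 control arrays of a time point are too few to divide, so how much of the correlation at 4 hr comes from the shared controls stays open. With the filter on low values that correlation was 0.534.

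Of the 8 probe sets higher with H2O2 at 1 hr, 6 were called higher with V2O5 at 24 hr (GDF15, PTGS2, DUSP1, SPRY2, IER2 and EGR3), where 0.149 would be expected from the share of all probe sets (Fisher's exact test, one-sided, p = 1.08e-09). ATF3 had 0.83 (adjusted p = 0.0598) and SLC19A2 -0.63 (adjusted p = 0.0619). None of the 8 was called lower. A role of H2O2 in the V2O5 arrays was not tested.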
